# Transcriptomic analysis reveals distinct resistant response by physcion and chrysophanol against cucumber powdery mildew

**DOI:** 10.7717/peerj.1991

**Published:** 2016-05-17

**Authors:** Yanping Li, Shilin Tian, Xiaojun Yang, Xin Wang, Yuhai Guo, Hanwen Ni

**Keywords:** Cucumber, Transcriptomic, Gene expression, RNA-seq

## Abstract

Physcion and chrysophanol induce defense responses against powdery mildew in cucumbers. The combination of these two compounds has synergistic interaction against the disease. We performed RNA-seq on cucumber leaf samples treated with physcion and chrysophanol alone and with their combination. We generated 17.6 Gb of high-quality sequencing data (∼2 Gb per sample) and catalogued the expressions profiles of 12,293 annotated cucumber genes in each sample. We identified numerous differentially expressed genes that exhibited distinct expression patterns among the three treatments. The gene expression patterns of the Chr and Phy treatments were more similar to each other than to the Phy × Chr treatment. The Phy × Chr treatment induced the highest number of differentially expressed genes. This dramatic transcriptional change after Phy × Chr treatment leaves reflects that physcion combined with chrysophanol treatment was most closely associated with induction of disease resistance. The analysis showed that the combination treatment caused expression changes of numerous defense-related genes. These genes have known or potential roles in structural, chemical and signaling defense responses and were enriched in functional gene categories potentially responsible for cucumber resistance. These results clearly demonstrated that disease resistance in cucumber leaves was significantly influenced by the combined physcion and chrysophanol treatment. Thus, physcion and chrysophanol are appealing candidates for further investigation of the gene expression and associated regulatory mechanisms related to the defense response.

## Introduction

Cucumber powdery mildew caused by *Sphaerotheca fuliginea* (Schlechtend.) Pollacci, is a widespread disease in greenhouse and field crops, causing large yield losses (Askary, Benhamou & Brodeur, 1997; Liu & Shao, 1994; Reuveni, Agapov & Reuveni, 1996). The disease has been controlled effectively by synthetic fungicides and resistance cultivars (Cohen, 1993). However, intensive and long-term application of synthetic fungicides has caused environmental pollution, residual toxicity and increased resistance to the fungicides’ active ingredients (Yang et al., 2007).

Some botanical fungicides activate plants’ natural defense systems and are known collectively as plant activators. Although plant activators and their metabolites have no direct fungicidal activity, they stimulate the immune system of plants and induce plants to display broad-spectrum, persistent and hysteresis acquired disease resistance. Therefore, plant activators would decrease the above-mentioned negative effects of synthetic agents. In this respect, plant activators are effective, selective, biodegradable, and less toxic to the environment. The development of new botanical fungicides with high efficacy, low toxicity and low residues would be beneficial to control plant disease (Bowers & Locke, 2000; Choi et al., 2004; Daayf & Bélanger, 1997; Daayf, Schmitt & Belanger, 1995; Tang, Wang & Zhang, 2004; Wurms et al., 1999; Yu et al., 2004; Zhang et al., 2008). Physcion and chrysophanol are natural anthraquinone derivatives found in plant families (Fig. S3). They are the major active ingredients in traditional herbal medicines that are widely used in clinics (Xu, Huang & Yang, 2004). Physcion and chrysophanol have numerous biological activities, including anti-inflammatory, antitumor, antioxidant, antifeedant and antimicrobial (Barnard et al., 1992; Boik, 1995; Chang et al., 1996; Evans, 1996; Huang et al., 1992; Huang, Chu & Chao, 1991; Singh et al., 1992; Sun et al., 2000; Trial & Dimond, 1979; Yen, Duh & Chuang, 2000; Zhan et al., 2000), which could affect the vasomotor system, immune system and metabolic processes.

Physcion and chrysophanol also have activity against phytopathogens, such as barley powdery mildew (*Blumeria. graminis f. sp. Hordei*), cucumber powdery mildew (*S. fuliginea*) (Choi et al., 2004), rice sheath blight (*Rhizoctonia solani* Kuhn), grey mold (*Botrytis cinerea* Pers ex Pers) and cucumber downy mildew (*Pseudoperonospora cubensis* de Bary) (Yu et al., 2006).

Previous studies showed that physcion inhibited conidial germination of *B. graminis* by nearly 100% if applied on barley leaves before inoculation (Yang et al., 2008). Resistance risk evaluation showed that this chemical had a low risk in powdery mildew and downy mildew populations (Yang et al., 2008). The bioactivity of physcion against the barley powdery mildew pathogen was better than that of the other anthraquinones in pot tests. The inhibitory effect of chrysophanol on spore germination and mycelia growth of *S. fuliginea* was reported (Tang et al., 2002). Chrysophanol has both protective and curative activity against cucumber powdery mildews, and has high activity against *S. fuliginea*, including reducing the spore germination rate, depressing the growth of mycelia and reproduction of new conidia (Ren et al., 2008; Ren et al., 2009; Ren, Fan & Cao, 2012). Previous studies also showed that there was a synergistic interaction between physcion and chrysophanol against powdery mildew pathogens (Ma et al., 2010; Yang, 2007; Yang et al., 2007).

However, the mechanism of the synergistic interaction between physcion and chrysophanol against powdery mildew pathogens has not been determined. To explore the synergistic mechanism of physcion and chrysophanol action against the pathogen *S. fuliginea* at the transcriptional level, we used the whole RNA-seq to determine the transcriptional differences in cucumber leaves treated with physcion and chrysophanol alone and their combination in comparison with solvent-treated controls.

## Materials and Methods

### Plant materials and growth conditions

Seeds of cucumber cultivar Changchunmici, which is highly susceptible to cucumber powdery mildew, were washed three times with sterile water and transferred to a water bath pot at 25 °C to soak for 4–6 h. The treated seeds were placed in Petri dishes with filter paper at the bottom and two layers of gauze above and incubated at 25 °C for 24 h. When the buds grew to about 5 mm long, they were sown in plastic pots containing sterilized soil (200 mm in diameter, 10 plants per pot) in a growth chamber at 25 °C. When the fourth leaves were fully expanded, the plants were ready for compound treatment and conidium inoculation.

### Inoculum of *S. fuliginea*

Isolates of *S. fuliginea* were provided by the Plant Pathology Lab of the Institute of Plant Protection and Soil Science, Hubei Academy of Agricultural Sciences, China. Cucumber powdery mildew was reproduced in a growth chamber at 25 °C and 70% relative humidity with a 16-hour light and 8-hour dark photoperiod. Once adequate amounts of spores had been produced for the experiment, an inoculation suspension of *S. fuliginea* (about 2 × 10^5^ spores mL^−1^) was prepared.

### Compound treatment and sampling

Physcion (98%) and chrysophanol (98%) were obtained from the National Institute for the Control of Pharmaceutical and Biological Products, Beijing, China. Stock solutions were prepared by dissolving physcion (10 mg) and chrysophanol (10 mg) in 5 mL of dimethylsulfoxide (DMSO), separately, which were stored at 4 °C in the dark before application.

To explore the synergistic mechanism of physcion and chrysophanol against the pathogen *S. fuliginea* in cucumber, physcion and chrysophanol alone and their combination were applied to the cucumber plants before inoculation at the concentration of 10 mg/L. The surfactant Tween 20 was added to the final dilutions at the concentration of 0.25 g/L, respectively, and solvent-treated (0.5% DMSO and 0.25% Tween 20) plants were used as controls. Tested plants were inoculated by spraying *S. fuliginea* spore suspension 8 h after treatment. After inoculation, the plants were incubated at 25 °C and 70% relative humidity until sampling. The fourth leaves of the cucumber plants were collected at 3 days post-inoculation (dpi) when solvent-treated control plants displayed disease symptoms. All samples were immediately frozen in liquid nitrogen and stored at −80 °C until further use.

### Total RNA isolation, library preparation and sequencing

Total RNA was isolated from each sample using the TRIzol reagent (Life Technologies, Beijing, China), according to the manufacturer’s protocols. The concentration of each RNA sample was determined using a Qubit2.0 (Life Technologies, CA, USA) and RNA integrity was confirmed using a 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA) with a minimum RNA integrity number (RIN) value of 8.0 and with 250 ng of total RNA per sample. Three micrograms of RNA per sample was used as input material to prepare the libraries following the standard procedures of TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego, CA, USA). In brief, the poly (A) mRNA was extracted from total RNA using poly-T-attached magnetic beads, further fragmented, and used as templates for cDNA generation. First strand cDNA was synthesized using random hexamer primers and reverse transcriptase. Second strand cDNA was synthesized based on the first strand with dNTP, buffer solution, DNA polymerase I and RNase H. Double-stranded cDNA was then purified using AMPure XP beads, and the second strands (containing uridines) were degraded using the USER Enzyme. Purified double-stranded cDNA was then end-repaired, a poly(A) added, and ligated to paired-end Illumina sequencing adaptors. cDNA fragments of about 320 bp were size-selected using AMPure XP beads and amplified using PCR. The high-quality libraries were sequenced on an Illumina HiSeq™ 2,000 platform and 100-bp paired-end (PE) reads were generated using the TruSeq SBS Kit v3-HS (Illumina, Inc.). Bases were called using the Illumina CASAVA software.

The transcriptome sequencing data have been deposited in the Gene Expression Omnibus under accession code: GSE72034.

### Read mapping and data processing

Initially, low-quality reads (phred ≤20) and adaptor sequences were filtered out, and the Q20, Q30 and GC content of the clean data were calculated. All the subsequent analyses were based on the high-quality, clean data. The reference genome and gene model annotation files were downloaded from the cucumber genome website (http://cucumber.genomics. org.cn/). An index of the reference genome was built using Bowtie v2.0.6 (Broad Institute, Cambridge, MA, USA) and paired-end clean reads were aligned to the reference genome using TopHat v2.0.9 (Broad Institute) with the default parameters. HTSeq v0.5.3 (EMBL, Heidelberg, Germany) was used to count the read numbers mapped to each gene. The reads per kilobase of transcript per million mapped reads (RPKM) of each gene were calculated based on the length of the gene and read count mapped to it. We carried out read alignment and expression quantification separately for each sample. Only genes with fragments per kilobase of transcript per million mapped reads (FPKM) values larger than four and that exhibited low variation across three biological replicates (coefficient of variation ≤30%) were considered reliable and were used in subsequent analyses.

### Identification of differentially expressed genes (DEGs)

Identification of DEGs among the four treatments (i.e., physcion alone, chrysophanol alone, the combination treatment and the solvent-treated control sample) was performed using the DESeq R package v1.12.0, which determines DEGs using a model based on the negative binomial distribution. The resulting *P*-values were adjusted using Benjamini and Hochberg’s approach to control the false discovery rate (FDR). The significance of the gene expression difference was indicated by an adjusted *P*-value <0.05, as determined by DESeq.

### Functional enrichment analyses for DEGs

Gene functional enrichment analysis of DEGs was implemented using the GOSeq R package, in which gene length bias was corrected. Gene ontology (GO) terms involving cellular component (CC), molecular function (MF), and biological process (BP), as well as the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and InterPro database, were considered significantly enriched by DEGs when their Benjamini adjusted *P*-values were ≤0.05.

## Results and Discussion

### Sequencing data summary

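Cucumber plants received physcion, chrysophanol or their combination at 10 mg/L, or solvent (DMSO with the surfactant Tween 20). Spores of the powdery mildew fungus were sprayed on them 8 h later, and leaf RNA was taken 3 days post-inoculation. There were 2 control libraries, 2 chrysophanol libraries, 3 physcion libraries and 3 libraries of the combination. The authors counted reads per gene and divided the counts by gene length and by the mapped reads of the library. The deposited values are these RPKM for 23917 genes, of which 23248 have a Csa identifier and 669 another one. In a library, from 4411 to 4894 genes stood at 0 RPKM, and 2801 genes did so in all 10 libraries. Read counts were not analysed here, but the RPKM of low genes are whole multiples of the value of 1 read, which gives the relative depth of the libraries. With Con-1 at 1, the depth was 0.929 for Con-2, 0.996 and 1.09 for Chr, from 0.773 to 1.05 for Phy and from 1.15 to 1.19 for Phy × Chr. The 10 highest genes of a library held between 9.55% and 12.4% of its summed RPKM. Treatments were taken from the sample labels. The controls are Con-1 and Con-2 in the text and the labels, and Con-2 and Con-3 in Tables S1, S2 and S3. The RPKM of the library labelled Phy-3 lie with those of Phy × Chr, so it is called by its label throughout, and comparisons of physcion with the control are given without and with it. Each treatment was compared with the control by limma with Benjamini-Hochberg adjustment on log2(RPKM + 1). A gene entered a comparison with at least 1 RPKM in at least 2 of its libraries.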

We constructed 10 RNA-seq libraries from cucumber leaves that had been treated by chrysophanol (termed Chr-1 and -2), physcion (termed Phy-1, -2 and -3), combination of physcion and chrysophanol (termed Phy × Chr-1, -2 and -3) or the solvent-treated control (termed Con-1 and -2). Each RNA library was sequenced individually, which generated ∼15.32–19.45 M reads for each library. After filtering out the adaptor tags and low-quality tags, we obtained clean reads ranging from 14.89 to 18.88 M. The clean reads accounted for more than 97% of the total, which were then mapped to the cucumber genome for further gene expression analysis (Table S1 and Table S2). 

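A log2 (RPKM) above 2 in every one of the 10 libraries was reached by 11288 of the 23917 listed genes, or 47.2%. Single libraries had from 13159 genes (Con-1) to 13935 genes (Phy × Chr-3) above that level. The reading of the filter changed this number most: when a log2 (RPKM) above 2 in at least 1 library was enough, 15894 genes (66.5%) remained. An RPKM above 1 in every library was reached by 14616 genes.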

Among 23,907 annotated genes in the cucumber reference genome, after filtering the low expression levels genes with log2 (RPKM) ≤2 at least one sample, we quantified the expression levels of 12,293 (51.42%) genes across 10 samples. An inspection of transcript homogeneity was performed to confirm that each library had sufficiently high coverage depth and uniformity (Fig. S1).

## Global gene expression profiling analysis

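Pearson's r of log10(RPKM + 1) was computed across the 23917 genes for each pair of libraries. These correlations run across genes, which are not independent replicates. The 2 control libraries had an r of 0.970 and the 2 Chr libraries an r of 0.978. The 3 pairs of Phy × Chr libraries averaged 0.975 (lowest 0.965, highest 0.987). Phy-1 and Phy-2 had an r of 0.980, but with the library labelled Phy-3 included the 3 pairs of Phy averaged 0.922. The mean over pairs of replicates was 0.976 (SD 0.0076, 6 pairs) without the library labelled Phy-3 and 0.955 (SD 0.0388, 8 pairs) with it. The choice of genes moved it most: over the genes with a log2 (RPKM) above 2 in every library it was 0.905 (SD 0.0870, 8 pairs).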

The biological replicates within each treatment correlated highly with each other (Average Pearson’s *r*value = 0.92), which suggested experimental reliability and further highlighted the low variation in the transcriptomes activated by botanical fungicides in leaves (Fig. S2 and Table S3).

Compared with the relatively high correlations among the Chr and Phy alone treatments, the Phy × Chr treatments exhibited lower correlation rates, indicating differences in gene expression patterns in the Phy × Chr treatments. 

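Without the library labelled Phy-3, the Phy × Chr libraries had a mean r of 0.906 with the libraries of the other treatments (18 pairs, from 0.882 to 0.931). The 15 pairs among Con, Chr, Phy-1 and Phy-2 averaged 0.969 (from 0.951 to 0.987), so the ranges did not overlap. With all 10 libraries the mean r of Phy × Chr with the other treatments was 0.916 (SD 0.0278, 21 pairs), and its highest value was 0.984. By treatment, Phy × Chr had a mean r of 0.905 with Con, 0.920 with Chr and 0.920 with Phy, whereas Con and Chr had a mean r of 0.976. The library labelled Phy-3 had a mean r of 0.974 with the 3 Phy × Chr libraries (from 0.968 to 0.984) and of 0.893 with Phy-1 and Phy-2. Its closest library was Phy × Chr-3.

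**Figure D1:**
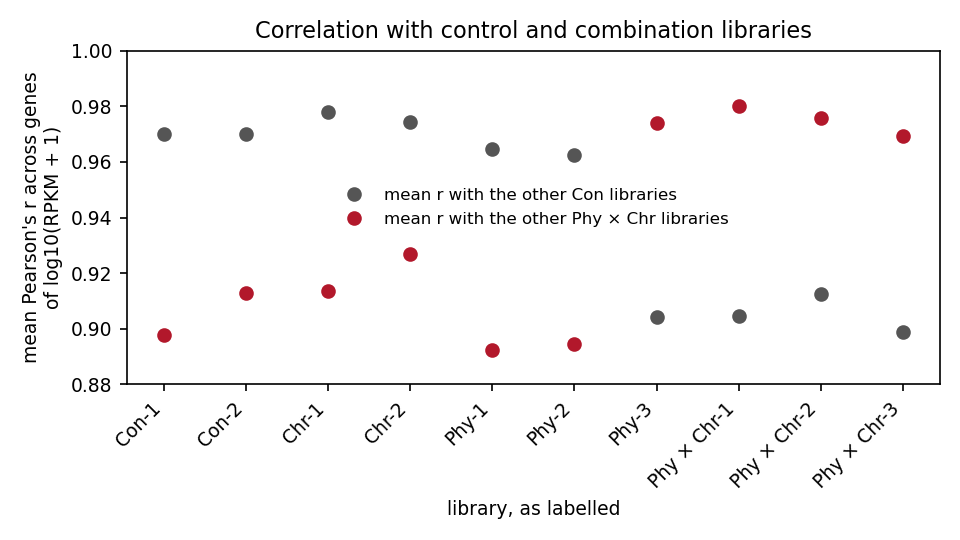
Mean Pearson's r across genes of log10(RPKM + 1) of each library with the other control libraries (grey points) and with the other Phy × Chr libraries (red points). The library labelled Phy-3 has a higher mean r with Phy × Chr (0.974) than with the control (0.904), unlike Phy-1 (0.892 with Phy × Chr) and Phy-2 (0.894).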

Hierarchical clustering confirmed these findings. The samples were almost perfectly clustered by the different treatments. 

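Average linkage was applied to the distance 1 − r between the treatment means of log10(RPKM + 1). Con and Chr joined first, at a distance of 0.0111, which is an r of 0.989 between their means. Con and Phy had an r of 0.977 (0.976 without the library labelled Phy-3) and Con and Phy × Chr an r of 0.920. Between single libraries, the closest pair was Con-2 and Chr-1 (distance 0.0131), and Con-1 joined the Chr libraries and Con-2 at 0.0293.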

Among the four treatments, the solvent-treated control and the Chr treatment were closer to each other than to the Phy and Phy × Chr treatments. 

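The mean of Phy joined that of Con and Chr at a distance of 0.0216, and Phy × Chr joined last, at 0.0648. Chr and Phy had an r of 0.980 between their means, against 0.933 for Chr and Phy × Chr and 0.953 for Phy and Phy × Chr. Without the library labelled Phy-3 the order of joining was the same, with Phy joining at 0.0252 and Phy × Chr at 0.0806, and the r of Phy was 0.974 with Chr and 0.906 with Phy × Chr. In the clustering of single libraries, Phy-1 and Phy-2 joined each other at 0.0200 and the Con and Chr libraries at 0.0364. The library labelled Phy-3 joined Phy × Chr-3 at 0.0160 and the other 2 Phy × Chr libraries at 0.0308. The last distance, between these 4 libraries and the other 6, was 0.0938.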

The Chr and Phy treatments were also closer to each other than to the Phy × Chr treatment (Fig. 1A), which indicated that the gene expression patterns of the Chr and Phy treatments were more similar to each other than to the Phy × Chr treatment. The relatively similar global gene expression profiles between the Chr and Phy treatments might indicate a similar effect on cucumber powdery mildew pathogens, while the Phy × Chr treatment might have a different effect on cucumber powdery mildew pathogens. These results are consistent with histological investigation of cucumber powdery mildew pathogens. In agreement with the transcriptome differences, there were significant differences in the pathogen symptom severity in the four groups of cucumber leaves at 3 dpi (Fig. 1A). The leaves from the solvent-treated control had the highest pathogen symptom severity at 3 dpi. The leaves from the chrysophanol alone treatment had a higher pathogen symptom severity than those from physcion alone treatment at 3 dpi. Leaves treated with physcion combined with chrysophanol had the fewest pathogens symptom severity. The chrysophanol and physcion alone groups had significant pathogen symptom severity at 3 dpi and 5 dpi, respectively, while the combined group had no pathogen symptom severity until 5 dpi. These results clearly demonstrated that disease resistance in cucumber leaves was markedly influenced by the physcion and chrysophanol combination treatment.

**Figure 1:**
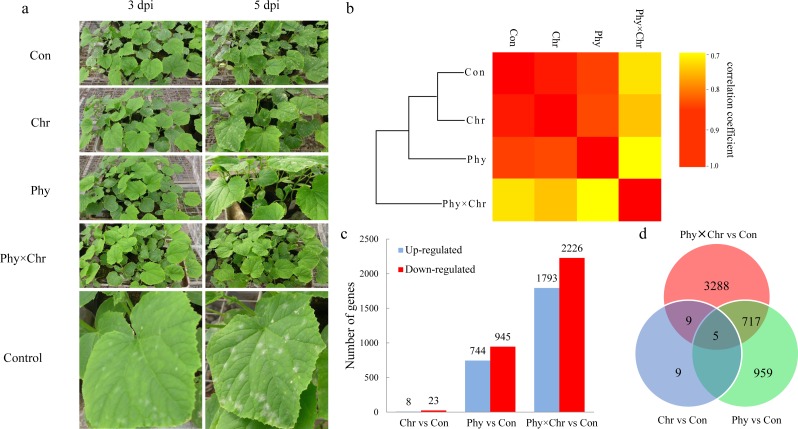
The global transcriptome similarity and differences caused by physcion and chrysophanol treatment for cucumber powdery mildew. (A) Histological investigation of leaves inoculated with *S. fuliginea* at 3 dpi and 5 dpi after the four treatments. (B) Hierarchical clustering and heat map matrix of pairwise Pearson’s correlations of the expression profiles in leaves between the four treatments (solvent-treated control; chrysophanol treatment; physcion treatment; physcion and chrysophanol combination treatment) (log_2_-fold changes). (C) The up- and down-regulated DEGs. (D) A Venn diagram displaying the distribution of the DEGs.

### Identification of DEGs

To explore the differences among the transcriptomes induced by physcion and chrysophanol, we performed separate pairwise comparisons between the three treatments against the solvent-treated control sample. Consequently, we identified 31 DEGs (log_2_ fold-change >2.0 and a *P* < 0.05) between the Chr treatment and solvent-treated control samples, which was less than that of Phy treatment leaves (1,689 DEGs) and Phy × Chr treatment leaves (4,019 DEGs). 

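In Chr, none of the 16946 tested genes had an adjusted P under 0.05 (limma with Benjamini-Hochberg adjustment), and 457 had an unadjusted P under 0.05, 227 of them raised and 230 lowered. For Phy, the mean counts listed in Table S4 are those of Phy-1 and Phy-2, and the paper gives no reason for leaving out the library labelled Phy-3. Over Phy-1 and Phy-2, 0 of 16887 genes had an adjusted P under 0.05 and 1834 an unadjusted P under 0.05, 977 of them raised and 857 lowered. Over all 3 libraries labelled Phy the numbers were 0 and 649 of 17220 genes. In Phy × Chr, 3261 of 17517 genes had an adjusted P under 0.05, 1819 raised and 1442 lowered, and 6272 had an unadjusted P under 0.05. On simulated data with 200 genes changed by 3 on the log2 scale, the same test found 45% of them with the group sizes of Chr. It found 70.5% with those of all 3 libraries labelled Phy and 77% with those of Phy × Chr. The simulated spread came from all 10 libraries, with the library labelled Phy-3 inside Phy. The shares may therefore be low for the comparisons without that library. The spread used by the test moved the Phy × Chr number most: with all 10 libraries in one fit, 9 genes had an adjusted P under 0.05. That fit draws its spread from every group, with the library labelled Phy-3 inside Phy, and was not repeated without that library. Over the tested genes the median log2 fold change of Phy × Chr was 0.20, and quantile normalization moved it to 0.09, a shift of -0.11. With the replicate numbers of the labels as a block, 1 gene passed in Chr, 205 in Phy and 3761 in Phy × Chr. In that fit the library labelled Phy-3 and Phy × Chr-3 have no control of their number and do not enter the differences from the control. Each blocked fit against the control has 1 residual degree of freedom, so its P rests largely on the spread borrowed from other genes. Deviations from the group means of libraries with the same number had a correlation of -0.317 for Con and Chr, 0.113 for Con and Phy and 0.0607 for Con and Phy × Chr. With the control numbers of Tables S1, S2 and S3 as the block, 0 genes passed in Phy (537 at an unadjusted P under 0.05) and 563 in Phy × Chr, and those pairs had correlations of -0.160 and -0.232.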

Nine hundred and fifty-nine genes were specifically regulated after physcion treatment and 3,288 genes were specifically regulated after the combined. 

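Since no gene passed in Chr or Phy, the 3261 genes with an adjusted P under 0.05 in Phy × Chr were changed only there, and 0 genes only in Phy. With the replicate numbers of the labels as a block, 3655 genes were changed only in Phy × Chr and 99 only in Phy. At an unadjusted P under 0.05 in all 3 comparisons, 5633 genes were changed only in Phy × Chr and 193 only in Phy. Passing in one comparison and not in another is not a test of the difference, so Phy × Chr was also compared with Phy directly. Over Phy-1 and Phy-2, 5639 of 17545 genes had an adjusted P under 0.05 (limma with Benjamini-Hochberg adjustment), 3214 higher and 2425 lower in Phy × Chr. Over all 3 libraries labelled Phy, 0 of 17729 genes did, with 2389 at an unadjusted P under 0.05. In the fit with that block 0 genes passed as well (2721 at an unadjusted P under 0.05). Same-numbered libraries of the pair had a mean correlation of deviations of 0.152, against -0.0692 for other numbers. Deviations are taken from the group means, so the second value nearly follows from the first and adds no evidence on the pairing.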

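Among genes with an adjusted P under 0.05, the 5 largest changes in Phy × Chr were those of Csa1G528590, Csa6G095910, Csa4G124910, Csa3G199550 and Csa3G176240. Csa1G528590 had 969 RPKM ± 488 (SD, n = 3) in Phy × Chr and 1.20 ± 0.509 (SD, n = 2) in the control (log2 fold change 8.69, standard error 0.41, adjusted P = 3.2e-04, limma with Benjamini-Hochberg adjustment). Csa3G176240 rose from 8.09 ± 1.35 RPKM (SD, n = 2) to 1802 ± 454 (SD, n = 3), a log2 fold change of 7.61 (adjusted P = 2.3e-04). The other 3 fell: Csa6G095910 had a log2 fold change of -8.07 (adjusted P = 2.3e-04), Csa4G124910 of -7.85 (adjusted P = 4.1e-04) and Csa3G199550 of -7.79 (adjusted P = 1.2e-04). All Phy × Chr libraries lay on one side of both controls for each of the 5 genes. With all 10 libraries in one fit, no named gene, these 5 included, had an adjusted P under 0.05 in Phy × Chr. The library labelled Phy-3 had 1285 RPKM of Csa1G528590, against 2.60 in Phy-1 and 2.85 in Phy-2, and 1.75 RPKM of Csa6G095910, against 694.6 in Phy-1 and 694.2 in Phy-2.

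**Figure D2:**
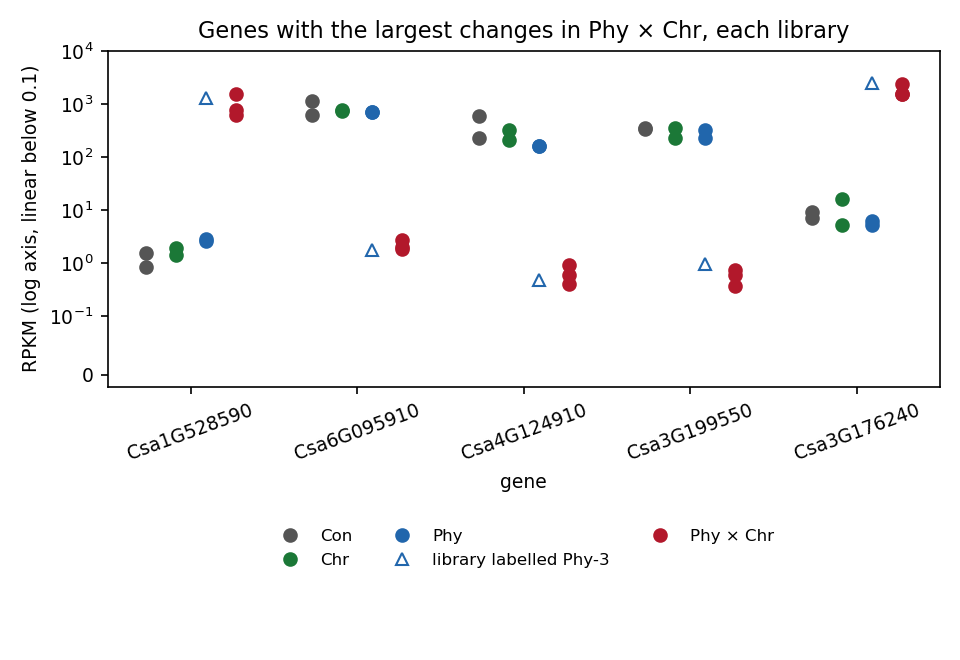
RPKM (log axis, linear below 0.1) of the 5 genes with the largest changes in Phy × Chr, one point per library and one colour per treatment. For each gene the library labelled Phy-3 (open triangle) lies with the Phy × Chr libraries, as for Csa3G176240 at 2451 RPKM against 1522 to 2326 in Phy × Chr, while Phy-1 and Phy-2 lie with the control.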

Among three treatments, the Phy × Chr treatment induced the highest number of DEGs. This dramatic transcriptional change induced by the Phy × Chr treatment leaves reflects that the combined treatment was most closely associated with induction of disease resistance (Fig. 1B and Table S4). 

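Whether the combined treatment differs from the added effects of both compounds was tested as an interaction, the change in Phy × Chr less the changes in Phy and in Chr. Over the libraries that enter the means of Table S4 (Phy-1 and Phy-2), 1361 of 17989 genes had an adjusted P under 0.05 for the interaction (limma with Benjamini-Hochberg adjustment), 579 above and 782 below the sum, and 4244 had an unadjusted P under 0.05. With the library labelled Phy-3 included, 0 of 18092 genes had an adjusted P under 0.05, with 756 at an unadjusted P under 0.05. Leaving out that library was the alternative that moved the number most. From the larger number of DEGs after the combined treatment than after either compound alone, the paper concludes that the combined treatment had the closest link to induced resistance. For resistance itself it also reports the mildest symptoms on leaves of the combined treatment, which were not analysed here.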

Venn diagram analysis (Fig. 1C and Table S5) showed a unique set of genes in Phy × Chr treatment leaves, which suggests that the combined treatment had a significant effect on the transcription of a subset of genes.

### Functional annotation of DEGs

Genes showing altered expression in each comparison against the solvent-treated control were analyzed using the DAVID tool to examine whether these DEGs were enriched for specific biological processes (Huang et al., 2007). As expected, numerous DEGs were significantly over-represented in the categories related to the defense response. Typically, DEGs induced by the Phy × Chr treatment were significantly enriched for the cell wall-related categories, including the plant-type cell wall (six genes, *P* = 0.0037), chloroplast (six genes, 0.022) and pigment catabolic process (10 genes, *P* = 0.018) (Fig. 2 and Table S6). This finding may reflect the essential roles of cell wall-related categories as structural defenses in response to pathogens. 

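The genes that Table S6 lists under these terms were looked up in the deposited RPKM. The enrichment itself was not recomputed, since the terms of all annotated genes were not at hand. The listed genes had been chosen by the authors for their change, so their direction is fixed by that choice. Of the 6 genes under plant-type cell wall, 5 were tested, all 5 were higher in Phy × Chr and 4 had an adjusted P under 0.05 (limma with Benjamini-Hochberg adjustment), with a median log2 fold change of 1.57. Under chloroplast 5 of 5 tested genes were lower, 3 of them with an adjusted P under 0.05, with a median of -1.17. Under pigment catabolic process 9 of 9 were lower, 3 with an adjusted P under 0.05, with a median of -1.16. In Chr the medians of the same 3 lists were 0.25, -0.19 and -0.27, and in Phy-1 and Phy-2 they were 0.13, -0.36 and 0.28. With the library labelled Phy-3, the Phy medians were 0.57, -0.48 and -0.28.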

Characteristically, the cell wall is a major line of defense against fungal and bacterial pathogens and provides an excellent structural barrier.

**Figure 2:**
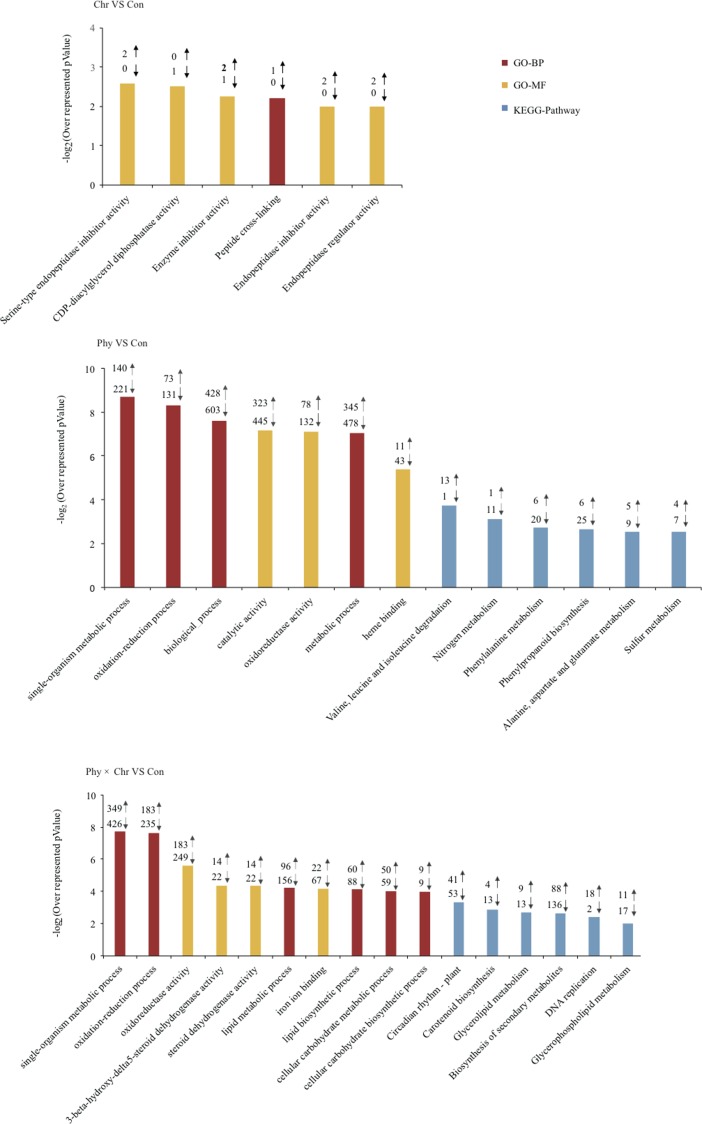
Top 10 Go (gene ontology) and pathway categories enriched for up- (up arrows) and down-regulated (down arrows) genes differentially expressed in cucumber leaves activated by chrysophanol and/or physcion. The *p* value, indicating the significance of the comparison, was calculated using a Benjamini-corrected modified Fisher’s exact test. BP, biological process; MF, molecular function.

In addition, DEGs induced by the Phy × Chr treatment were also enriched in the categories of lipid metabolic process (156 genes, *P* = 2.0 × 10^−6^), lipid biosynthetic process (88 genes, *P* = 1.1 × 10^−4^), oxidation–reduction process (235 genes, *P* = 1.7 × 10^−5^), oxidoreductase activity (249 genes, *P* = 2.5 × 10^−5^) and oxidoreductase activity of acting on paired donors (81 genes, *P* = 2.5 × 10^−6^); and in subcategories of ‘binding’, such as iron ion binding (67 genes, *P* = 1.1 × 10^−8^), heme binding (61 genes, *P* = 2 × 10^−4^), tetrapyrrole binding (61 genes, *P* = 5.8 × 10^−4^), transition metal ion binding (208 genes, *P* = 0.02) and heat shock protein binding (16 genes, *P* = 0.039) (Fig. 2 and Table S6). 

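The gene lists of Table S6 are shortened in the text at hand, so for the larger terms only the first 33 listed genes were read. Every tested gene read under the lowered terms was lower in Phy × Chr. For lipid metabolic process, 20 of 33 had an adjusted P under 0.05 (limma with Benjamini-Hochberg adjustment) and the median log2 fold change was -1.39. For lipid biosynthetic process these were 23 genes and -1.54. Oxidation-reduction process had 26 such genes and a median of -1.69, and oxidoreductase activity 17 and -1.43. Among the genes acting on paired donors, 27 had an adjusted P under 0.05 and the median was -1.88. Iron ion binding had 21 genes and a median of -2.17, heme binding 23 and -2.30, and transition metal ion binding 22 of 32 and -1.44. The genes read under tetrapyrrole binding had the same values as those under heme binding. All 16 genes listed under heat shock protein binding rose with an adjusted P under 0.05, with a median of 1.46. In Chr the medians of these lists lay between -0.26 and 0.07, and in Phy-1 and Phy-2 between -0.25 and 0.19. Over all 3 libraries labelled Phy they ran from -0.70 to 0.67. These lists were chosen for Phy × Chr. Table S6 also lists genes lowered in Phy, chosen for that change, under 7 of the terms. All tested genes read from these lists were lower in Phy-1 and Phy-2, with medians from -1.30 to -1.06, as for oxidation-reduction process with 32 of 32 genes lower and 27 at an unadjusted P under 0.05. None had an adjusted P under 0.05. With the library labelled Phy-3 their medians ran from -1.33 to -0.90.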

DEGs were associated with lipid metabolism corresponding to cutin, suberine and wax biosynthesis, which is a well-known chemical defense pathway in response to pathogens. Cutin and suberine are the polymer matrices for lipophilic cell wall barriers. Oxidoreductases are involved in the biosynthesis of these polymers (Pollard et al., 2008) and could catalyze an oxidation–reduction (redox) reaction in response to pathogens; these results are consistent with previous studies (Freeman, 2008; Rahfeld et al., 2014). DEGs in subcategories related to ‘binding’ may play an important role in catalysis and substrate binding in response to pathogens. All the above-mentioned categories enriched by DEGs belong to chemical defenses, which incorporates a wide variety of structural defenses that are rapidly activated when the cell detects the presence of potential pathogens.

In addition, DEGs induced by Phy × Chr treatment were also enriched in the categories associated with signaling, such as response to abiotic stimulus (12 genes, *P* = 9.3 × 10^−4^) and response to chemical stimulus (23 genes, *P* = 0.04), phosphorylation (130 genes, *P* = 1.9 × 10^−3^) and protein phosphorylation (117 genes, *P* = 4.7 × 10^−3^). 

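Table S6 lists the response terms among lowered genes and the phosphorylation terms among raised genes. All 12 genes under response to abiotic stimulus were lower in Phy × Chr, 11 with an adjusted P under 0.05 (limma with Benjamini-Hochberg adjustment), and their median log2 fold change was -2.03. Under response to chemical stimulus, 21 of 21 tested genes were lower and 14 had an adjusted P under 0.05, with a median of -1.28. The first 33 genes read under phosphorylation and under protein phosphorylation were all higher, 27 in each with an adjusted P under 0.05, with medians of 1.23 and 1.42.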

Enrichment of response to stimulus component was consistent with signaling-related pathogen perception and induction of the resistance response (Michele, Cesare & Broggini, 2013). Phosphorylation plays critical roles in plant disease resistance by regulating multiple defense responses (Xiangzong et al., 2013) (Fig. 2 and Table S6).

The KEGG pathway enrichment analysis indicated that the DEGs are involved in resistance-related metabolic pathways. The major pathways regulated by chrysophanol and physcion were revealed as biosynthesis of secondary metabolism, phenylpropanoid biosynthesis, glyceropospholid metabolism, cutin, suberine and wax biosynthesis (Fig. 2 and Table S7).

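In Phy × Chr, the 8 genes that Table S7 lists under cutin, suberine and wax biosynthesis were all lower, 7 with an adjusted P under 0.05 (limma with Benjamini-Hochberg adjustment), and their median log2 fold change was -1.65. Under phenylpropanoid biosynthesis, 26 of the 33 genes read were lower and 24 had an adjusted P under 0.05, with a median of -1.76. Glycerophospholipid metabolism had 11 raised and 17 lowered genes, 21 of them with an adjusted P under 0.05. Of the 33 genes read under biosynthesis of secondary metabolites, 13 were higher and 20 lower. In Phy, 25 of 31 listed phenylpropanoid genes were lower over Phy-1 and Phy-2 (median -0.91) and 26 over all 3 libraries labelled Phy (median -1.13), none with an adjusted P under 0.05 and 24 and 11 with an unadjusted P under 0.05. The paper's corrected P in Table S7 for Phy × Chr is 0.0704 for biosynthesis of secondary metabolites, 0.710 for phenylpropanoid biosynthesis, 0.188 for glycerophospholipid metabolism and 0.710 for cutin, suberine and wax biosynthesis.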

### DEGs involved in structural, chemical, and signaling defense responses

Resistance in many plant–pathogen interactions is accompanied by the rapid deployment of a multicomponent defense response comprising structural, chemical, and signaling moieties.

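Table S8 lists 99 defense-related genes. In Chr, 92 of them were tested, 0 had an adjusted P under 0.05 (limma with Benjamini-Hochberg adjustment) and 6 had an unadjusted P under 0.05. Over Phy-1 and Phy-2, 0 of 93 genes had an adjusted P under 0.05 and 37 an unadjusted P under 0.05, and over all 3 libraries labelled Phy these were 0 and 10 of 95. In Phy 11 passed with the replicate numbers of the labels as a block, and 0 with the control numbers of Tables S1, S2 and S3. In Phy × Chr, 66 of 97 genes had an adjusted P under 0.05, 38 raised and 28 lowered, and 83 had an unadjusted P under 0.05. The Phy × Chr number moved most when all 10 libraries were put in one fit, to 0, with 70 genes at an unadjusted P under 0.05. It was 11 with the control numbers of Tables S1, S2 and S3 as the block and 74 with the replicate numbers of the labels. The spread in the fit of all 10 libraries includes that of the library labelled Phy-3 within Phy.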

Our result showed that comparable proportions of DEGs in Chr, Phy and Phy × Chr were over-represented in the candidate gene set, including 17, 20 and 62 genes involved in structural, chemical and signaling-related defense reactions, respectively (Table S8). 

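By kind of defense, Phy × Chr raised 2 and lowered 10 of 16 tested structural genes with an adjusted P under 0.05 (limma with Benjamini-Hochberg adjustment). Among 20 chemical defense genes 8 rose and 5 fell, and among 61 signaling genes 28 rose and 13 fell. The median log2 fold change in Phy × Chr was -1.64 for structural, 0.94 for chemical and 0.96 for signaling genes. In Chr these medians were -0.15, -0.12 and 0.05. In Phy-1 and Phy-2 they were -0.03, -0.39 and 0.09, and with the library labelled Phy-3 they were -0.65, -0.17 and 0.34. The directions of change matched those listed in Table S8 for 74 of 92 genes in Chr, 85 of 93 in Phy-1 and Phy-2, 78 of 95 in all libraries labelled Phy, and 95 of 97 in Phy × Chr.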

Nonetheless, the specific gene content within this set differs significantly in Chr1, Phy1 and Phy × Chr (Fig. 3 and Table S8).

**Figure 3:**
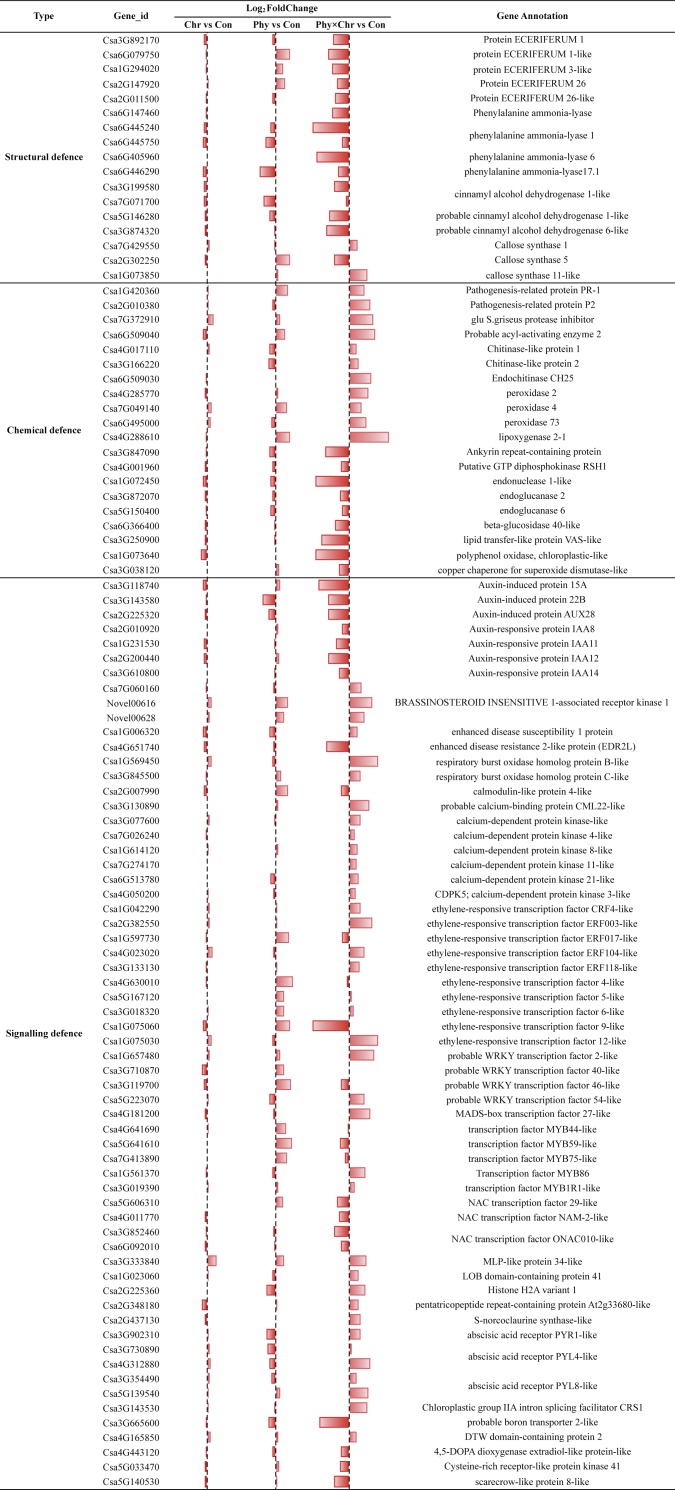
Comparison of the proportions of defense-related genes in Chr1, Phy1 and Phy × Chr vs. Con1. A bar left of the line means that the gene is down-regulated, while a bar right of the line means up-regulated.

For the structural defense, the cell wall is a major line of defense against fungal pathogens. Among the cell wall precursors, those of wax and lignin play a role in structural defense. We compared the transcriptome profiles of the solvent-treated Control, Chr, Phy, and Phy × Chr treatments and found that Chr treatment alone had little effect on the induction of structural defense-related genes. 

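All 17 structural defense genes of Table S8 were tested in Chr. None had an unadjusted P under 0.05, 6 were higher and 11 lower than in the control. In Phy-1 and Phy-2, 8 were higher and 9 lower, and 9 of the 17 had an unadjusted P under 0.05 but none an adjusted P under 0.05 (limma with Benjamini-Hochberg adjustment). With the library labelled Phy-3 included, 6 were higher and 11 lower, and 3 of the 17 had an unadjusted P under 0.05.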

Phy treatment alone induced the transcription of several structural defense-related genes, while Phy × Chr treatment induced the transcription of a subset of genes involved in structural defense, such as wax precursor protein ECERIFERUM (Csa3G892170, Csa6G079750, Csa1G294020, Csa2G147920, Csa2G011500) and downregulated lignin precursors-associate genes such as phenylalanine ammonia-lyase (Csa6G147460, Csa6G405960, Csa6G445240) and cinnamyl alcohol dehydrogenase (Csa3G199580, Csa3G874320, Csa5G146280, Csa7G071700). Thus, a reduced production of coumaryl-, caffeyl-, coniferyl-, hydroxyconiferyl- and sinepsyl-alcohols for phenylpropanoid alcohols would be expected.

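The 5 ECERIFERUM genes were all lower in Phy × Chr than in the control, with log2 fold changes from -2.21 to -1.37, under quantile normalization as well. Table S8 of the paper also lists all 5 as lower. Csa6G079750 had 6.55 RPKM ± 2.44 (SD, n = 3) in Phy × Chr and 32.9 ± 0.835 (SD, n = 2) in the control (log2 fold change -2.21, standard error 0.28, adjusted P = 0.00581, limma with Benjamini-Hochberg adjustment). Csa1G294020 fell from 57.0 ± 3.65 RPKM (SD, n = 2) to 16.2 ± 1.90 (SD, n = 3), with an adjusted P of 0.00232. Csa2G147920 was the only one of the 5 without an adjusted P under 0.05 (0.0924). The 3 phenylalanine ammonia-lyase genes fell with log2 fold changes from -3.22 to -1.51, all with an adjusted P under 0.05. Of these, Csa6G445240 had 0.695 RPKM ± 0.283 (SD, n = 3) in Phy × Chr and 14.7 ± 0.359 (SD, n = 2) in the control (log2 fold change -3.22, standard error 0.24, adjusted P = 0.00109). Among the 4 cinnamyl alcohol dehydrogenase genes, Csa5G146280 had a log2 fold change of -2.10 (adjusted P = 0.00216) and 3 of 4 had an adjusted P under 0.05. Csa7G071700 had 78.5 RPKM ± 75.2 (SD, n = 3) in Phy × Chr and 93.9 ± 3.48 (SD, n = 2) in the control, with an adjusted P of 0.548, and without Phy × Chr-3 its log2 fold change was 0.05 in place of -0.80.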

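The callose synthase gene Csa7G429550 had 88.5 RPKM ± 5.43 (SD, n = 3) in Phy × Chr and 41.0 ± 2.49 (SD, n = 2) in the control (log2 fold change 1.09, standard error 0.15, adjusted P = 0.00761, limma with Benjamini-Hochberg adjustment). Csa1G073850, another callose synthase gene, had 16.6 RPKM ± 1.47 (SD, n = 3) in Phy × Chr and 3.25 ± 1.61 (SD, n = 2) in the control (log2 fold change 2.10, standard error 0.28, adjusted P = 0.00628). Quantile normalization left both higher in Phy × Chr.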

Cellulose synthase is another essential enzyme for the formation of the cell wall, which is the primary interface for plant–pathogen interaction (Dodds & Rathjen, 2010; Paula, Roger & Sheng Yang, 2003; Rosli et al., 2013) Our analysis found that the callose synthase gene (Csa7G429550, Csa1G073850) was upregulated in Phy × Chr-treated leaves. Similarly, lignin precursors phenylalanine ammonia-lyase genes (Csa6G445750, Csa6G446290) were downregulated and the callose synthase gene (Csa2G302250) was upregulated in Phy treatment leaves, which provides a possible explanation for Phy treatment alone inducing resistance to powdery mildew. 

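Csa6G446290 had 0.426 RPKM ± 0.245 (SD, n = 2) in Phy-1 and Phy-2 against 4.71 ± 2.23 (SD, n = 2) in the control (log2 fold change -1.96, standard error 0.39, adjusted P = 0.167, limma with Benjamini-Hochberg adjustment). Csa6G445750 had 7.23 RPKM ± 1.88 (SD, n = 2) in Phy-1 and Phy-2 against 22.2 ± 11.1 (SD, n = 2) in the control (log2 fold change -1.43, standard error 0.40, adjusted P = 0.282), and the callose synthase gene Csa2G302250 had 8.59 RPKM ± 5.83 (SD, n = 2) in Phy-1 and Phy-2 against 1.29 ± 0.788 (SD, n = 2) in the control (log2 fold change 1.96, standard error 0.52, adjusted P = 0.261). None of the 3 had an adjusted P under 0.05, nor with the replicate numbers of the labels as a block. RPKM in the library labelled Phy-3 were 1.91 for Csa6G446290, 15.7 for Csa6G445750 and 0.245 for Csa2G302250. Over all 3 libraries labelled Phy the log2 fold changes were -1.61, -1.08 and 1.03, with an adjusted P of 0.976 for each.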

The results showing that the plants subjected to the combined treatment had the highest resistance to powdery mildew pathogens were consistent with previous observations (Yang et al., 2007) (Fig. 3 and Table S8).

In chemical defense, plant secondary metabolites are not directly involved in growth or reproduction, but act as chemical barriers. They were linked to plant activator-induced resistance in systemic-acquired resistance (SAR) (Soylu, Baysal & Soylu, 2003). In the present study, genes encoding pathogenesis-related protein (PR, Csa1G420360, Csa2G010380), glu S. griseus protease inhibitor-like (Pin, Csa7G372910), chitinase (Csa4G017110, Csa6G509030, Csa6G509040, Csa3G166220), peroxidase (PX, Csa7G049140, Csa6G495000, Csa4G285770) and lipoxygenase (LOX, Csa4G288610) were upregulated, while those encoding endonuclease (Csa1G072450, Csa3G847090, Csa4G001960), endoglucanase (Csa3G872070, Csa5G150400, Csa6G366400), lipid transfer-like protein VAS-like (LTP, Csa3G250900), polyphenol oxidase (Csa1G073640) and superoxide dismutase (Csa3G038120) were downregulated in Phy × Chr-treated leaves. This is also consistent with a previous report (Blein et al., 2002; In Sun & Byung Kook, 2010; Rancé, Fournier & Esquerré-Tugayé, 1998). 

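The lipoxygenase gene Csa4G288610 had 109 RPKM ± 57.8 (SD, n = 3) in Phy × Chr and 2.53 ± 2.05 (SD, n = 2) in the control (log2 fold change 4.95, standard error 0.55, adjusted P = 0.00367, limma with Benjamini-Hochberg adjustment). The protease inhibitor gene Csa7G372910 rose from 6.20 ± 3.63 RPKM (SD, n = 2) to 63.2 ± 22.6 (SD, n = 3), with an adjusted P of 0.00579. The 4 chitinase genes rose with log2 fold changes from 1.00 to 3.37, all with an adjusted P under 0.05, and Csa6G509040 reached 42.4 ± 14.9 RPKM (SD, n = 3). Of the pathogenesis-related genes, Csa2G010380 had an adjusted P of 0.00911 and Csa1G420360, at 1.17 ± 0.154 RPKM (SD, n = 3), one of 0.0599. Of the peroxidase genes, Csa4G285770 had a log2 fold change of 2.57 (adjusted P = 0.0232) and Csa6G495000 of 2.40 (adjusted P = 0.0568). Csa7G049140 stood at 230.3, 448 and 0.236 RPKM in the 3 Phy × Chr libraries, a spread larger than its difference from the control (15.5 ± 2.30 RPKM, SD, n = 2), with an adjusted P of 0.671. Among the lowered genes, the endonuclease gene Csa1G072450 had 5.61 RPKM ± 2.99 (SD, n = 3) in Phy × Chr and 91.9 ± 29.8 (SD, n = 2) in the control (log2 fold change -3.89, standard error 0.46, adjusted P = 0.00463). The polyphenol oxidase gene Csa1G073640 had a log2 fold change of -2.90 (adjusted P = 0.0276), and the lipid transfer-like gene Csa3G250900 of -2.26 (adjusted P = 0.0103). The endonuclease gene Csa3G847090 (adjusted P = 0.0326) and the endoglucanase gene Csa3G872070 (adjusted P = 0.0471) also fell. The endonuclease gene Csa4G001960, the endoglucanase genes Csa5G150400 and Csa6G366400 and the superoxide dismutase gene Csa3G038120 were lower as well, with an adjusted P of 0.134, 0.103, 0.0643 and 0.0703. Every direction was the same under quantile normalization.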

The expression levels of PR and Pin genes increased following inoculation in plant activator-treated plants. Chitinases catalyze the degradation of chitin, a polymer with a backbone similar to cellulose that is present in the cell walls of true fungi (Freeman, 2008). The biochemical functions of PXs are associated with lignin and suberin biosynthesis (Quiroga et al., 2000) and with the regulation of reactive oxygen species (ROS) (Kawano, 2003). Silencing a plant PX gene resulted in increased plant pathogen susceptibility (Hyong Woo et al., 2007) and its overexpression enhanced plant resistance (Choi & Hwang, 2011). The effect of PXs on S. *fuliginea* growth may be linked to strengthening of the cell wall and the consequent reduction of the nutrient availability necessary for fungal growth (Timothy & Schumann, 2010). LOX proteins are involved in the first step of the jasmonate biosynthesis pathway (Wasternack & Kombrink, 2010). The increased expression of the LOX proteins may inhibit fungal growth by producing fungal inhibitor oxylipin substances (e.g., hexanal and colnelenic acid) or by their own antimicrobial activities (Helena & Mario, 2002; Vaughn & Gardner, 1993). Glucanases catalyze the degradation of (*Triticum aestivum*) glycosidic linkages in glucans, a class of polymers similar to cellulose that are present in the cell walls of many oomycetes. Lipid transfer proteins (LTPs) have been linked to antifungal activity through different possible paths upon pathogen attack and to a potential inhibition of germination and fungal growth *in vitro* (Blein et al., 2002; Kirubakaran et al., 2008). Polyphenol oxidase and superoxide dismutase might play a crucial role in the protection of the plant cell from oxidative damage at the sites of enhanced ROS generation (Soylu, Baysal & Soylu, 2003) (Fig. 3 and Table S8).

In signaling defense, plants have evolved intricate mechanisms to perceive external signals, thereby enabling an optional response to biotic and abiotic stimuli. A number of signaling pathways with roles in regulating the response to pathogens have been defined (Yang et al., 2015).

The plant hormones such as jasmonic acid, salicylic acid and ethylene are not only important signaling molecules, but also play a critical role in the regulation of plant immune responses. In this study, Chr alone and Phy alone and their combination all repressed the transcription of nearly all of the genes in the auxin-mediated signaling pathways. These genes encode auxin-induced protein (Csa2G225320, Csa3G143580, Csa3G118740) and auxin-responsive protein IAAs (Csa2G200440, Csa3G610800, Csa2G010920, Csa1G231530). This could be related to the cessation of cell enlargement and cell division hormone response in the Chr alone and Phy alone or combination-treated leaves. 

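In Chr, all 7 genes were lower than in the control, with log2 fold changes from -0.54 to -0.03. None of them had an unadjusted P under 0.05, and for Csa3G143580, Csa2G200440 and Csa2G010920 the sign changed when 1 library was left out. In Phy-1 and Phy-2, 4 of the 7 genes were lower, with log2 fold changes from -2.53 to 0.70. The 3 higher genes there were Csa3G118740, Csa2G200440 and Csa1G231530. Over all 3 libraries labelled Phy, the 7 genes were lower, from -2.36 to -0.14. No adjusted P in Phy was under 0.05 in either case (lowest 0.311 and 0.976, limma with Benjamini-Hochberg adjustment), and 3 and 2 genes had an unadjusted P under 0.05. Of the 3 over Phy-1 and Phy-2, Csa3G118740 was raised (log2 fold change 0.70). Csa3G143580 passed in Phy with the replicate numbers of the labels as a block (log2 fold change -2.53, adjusted P = 0.0214 from limma with Benjamini-Hochberg adjustment). It did not pass with the control numbers of Tables S1, S2 and S3 as the block. Csa3G118740 had 12.1 RPKM in the library labelled Phy-3, against 167.8 ± 39.1 (SD, n = 2) in Phy-1 and Phy-2 and 101.6 ± 13.0 (SD, n = 2) in the control. In Phy × Chr all 7 genes were lower, from -3.42 to -0.94, and 6 had an adjusted P under 0.05. Csa3G118740 fell there to 8.58 ± 1.04 RPKM (SD, n = 3), with an adjusted P of 4.1e-04. Csa3G143580 had an adjusted P of 0.0612, with the control at 30.6 ± 24.6 RPKM (SD, n = 2).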

Phy × Chr treatment up-regulated the expression of the gene encoding the BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase 1-like (Csa7G060160, Novel00616, Novel00628), which is involved in brassinosteroids (BRs) metabolism and signaling. 

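Csa7G060160 had 32.6 RPKM ± 3.76 (SD, n = 3) in Phy × Chr and 10.4 ± 0.661 (SD, n = 2) in the control (log2 fold change 1.56, standard error 0.17, adjusted P = 0.00365, limma with Benjamini-Hochberg adjustment). Novel00616 had 8.21 RPKM ± 2.15 (SD, n = 3) in Phy × Chr and 0.941 ± 0.553 (SD, n = 2) in the control (adjusted P = 0.00673). Novel00628 had 26.4 RPKM ± 10.2 (SD, n = 3) in Phy × Chr and 6.52 ± 3.90 (SD, n = 2) in the control (adjusted P = 0.0310). The last 2 identifiers are not of the Csa series.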

BRs have long been seen as mainly positive players in plant immunity. Recent findings in both dicots and rice suggested a more complex situation, with positive, negative and neutral effects of BRs being reported, which are seemingly independent of either the plant species or type of pathogen involved (Bruyne, Höfte & Vleesschauwer, 2014).

In addition, we identified DEGs encoding an enhanced disease susceptibility 1 (EDS1: Csa1G006320) protein and enhanced disease resistance 2-like protein (EDR2L: Csa4G651740). EDS1 was first observed in a mutant of *A. thaliana* that was susceptible to *P. parasitica*. EDS1-silencing increased disease resistance in *Arabidopsis* (Parker et al., 1996). The EDS1 gene is necessary for the functionality and signal transduction of other resistance genes in *Arabidopsis* plants (Aarts et al., 1998; Kazan & Manners, 2008). In our experiment, without considering the FDR *P*-value correction, the EDS1 gene was downregulated in both Chr and Phy-treated leaves, which potentially provides an additional explanation for the resistance to powdery mildew induced by Chr alone and Phy alone treatments. However, the mechanism by which EDS1 affects the physcion- and chrysophanol- induced resistance against cucumber powdery mildew pathogens remains to be determined. 

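Csa1G006320 had 13.4 RPKM ± 1.94 (SD, n = 2) in Chr and 20.5 ± 3.01 (SD, n = 2) in the control (log2 fold change -0.58, standard error 0.24, adjusted P = 0.949, limma with Benjamini-Hochberg adjustment). In Phy-1 and Phy-2 it had 11.04 RPKM ± 3.15 (SD, n = 2), with a log2 fold change of -0.85, a standard error of 0.28 and an adjusted P of 0.347. Its RPKM in the library labelled Phy-3 was 26.3, above both controls, and with that library the log2 fold change in Phy was -0.45 (adjusted P = 0.976). Csa1G006320 had an unadjusted P under 0.05 over Phy-1 and Phy-2 but not in Chr, nor over all 3 libraries labelled Phy.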

EDR2L was down-regulated in Phy × Chr-treated plants, which was consistent with a previous study in which EDR2 was observed to negatively regulate salicylic acid–based defenses and cell death during powdery mildew infection of *Arabidopsis thaliana* (Vorwerk et al., 2007).

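Csa4G651740 was close to the limit of the test, with 0.105 RPKM ± 0.181 (SD, n = 3) in Phy × Chr and 1.47 ± 0.523 (SD, n = 2) in the control. It was found at 0 RPKM in 2 of the 3 Phy × Chr libraries, and its log2 fold change was -1.16 (standard error 0.30, adjusted P = 0.0474 from limma with Benjamini-Hochberg adjustment).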

As secondary signaling molecules, calcium and ROS are crucial for the development of plant defense against abiotic and biotic stimuli. ROS signaling is integrated with calcium signaling in plants. 

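Csa3G845500, the homolog C-like gene of respiratory burst oxidase, had 94.9 RPKM ± 21.1 (SD, n = 3) in Phy × Chr and 33.9 ± 9.54 (SD, n = 2) in the control (log2 fold change 1.47, standard error 0.26, adjusted P = 0.0167, limma with Benjamini-Hochberg adjustment). Csa1G569450, the homolog B-like gene, had 6.28 RPKM ± 2.33 (SD, n = 3) in Phy × Chr and 0.389 ± 0.0587 (SD, n = 2) in the control (log2 fold change 2.34, standard error 0.33, adjusted P = 0.00797).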

Here, we found that several important genes involved in cellular redox homeostasis were upregulated in Phy × Chr-treated plants, such as those encoding respiratory burst oxidase homolog protein B-like (Csa1G569450) and respiratory burst oxidase homolog protein C-like (Csa3G845500), which suggested that they are critical for the defense against powdery mildew pathogens after Phy × Chr treatment. 

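The 6 calcium-dependent protein kinase genes of Table S8 named here (Csa1G614120, Csa3G077600, Csa6G513780, Csa7G026240, Csa7G274170 and Csa4G050200) were higher in Phy × Chr, with log2 fold changes from 0.79 to 1.53. Csa3G077600 had 166.5 RPKM ± 7.05 (SD, n = 3) in Phy × Chr and 57.2 ± 9.92 (SD, n = 2) in the control (log2 fold change 1.53, standard error 0.18, adjusted P = 0.00430, limma with Benjamini-Hochberg adjustment). Csa4G050200 was the only one of the 6 without an adjusted P under 0.05 (0.0545). Csa3G130890, annotated as a calcium-binding protein, had 74.6 RPKM ± 6.03 (SD, n = 3) in Phy × Chr and 12.6 ± 0.454 (SD, n = 2) in the control (log2 fold change 2.47, standard error 0.15, adjusted P = 6.0e-04).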

Several important genes involved in calcium signaling were upregulated in Phy × Chr-treated plants, including those encoding calcium-dependent protein kinase-like (CDPK, Csa1G614120, Csa3G077600, Csa6G513780, Csa7G026240, Csa7G274170, Csa4G050200) and probable calcium-binding protein CML22-like (Csa3G130890). 

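Csa2G007990, a calmodulin-like gene, had 229.7 RPKM ± 30.0 (SD, n = 2) in Phy-1 and Phy-2 against 65.0 ± 12.6 (SD, n = 2) in the control (log2 fold change 1.81, standard error 0.25, adjusted P = 0.115, limma with Benjamini-Hochberg adjustment). It had 50.5 RPKM in the library labelled Phy-3, and over all 3 libraries labelled Phy its log2 fold change was 1.09 (adjusted P = 0.976). Its adjusted P was 0.0379 with the replicate numbers of the labels as a block, and it did not pass with the control numbers of Tables S1, S2 and S3.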

Compared with Chr treatment alone or the combination treatment, the transcription of calmodulin-like protein 4-like (Csa2G007990) was upregulated by Phy treatment alone, thus providing a possible explanation for Phy alone-induced resistance to powdery mildew.

Ethylene has been observed to induce a defense response in many plants by upregulating genes involved in ethylene production, including ACC oxidase (ACO) (Cohn & Martin, 2005; Steinhorst & Kudla, 2013). 

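The ethylene-responsive genes Csa1G075030, Csa1G042290, Csa2G382550, Csa3G133130 and Csa4G023020 rose in Phy × Chr with log2 fold changes from 1.28 to 3.37. All 5 had an adjusted P under 0.05 (highest 0.0120, limma with Benjamini-Hochberg adjustment). Csa1G075030 had 40.8 RPKM ± 8.75 (SD, n = 3) in Phy × Chr and 3.05 ± 1.01 (SD, n = 2) in the control. Csa4G023020 had 513 RPKM ± 171.8 (SD, n = 3) in Phy × Chr and 119.6 ± 19.3 (SD, n = 2) in the control, and Csa2G382550 2.49 RPKM ± 0.279 (SD, n = 3) in Phy × Chr and 0.124 ± 0.176 (SD, n = 2) in the control.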

In the present study, Phy × Chr treatment activated genes encoding ethylene-responsive transcription factor-like (Csa1G075030), CRF4-like (Csa1G042290) and ERF118-like (Csa2G382550, Csa3G133130, Csa4G023020). The ethylene-responsive transcription factor-like (Csa1G075060, Csa5G167120, Csa3G018320, Csa4G630010) and ERF017-like (Csa1G597730) were also activated in Phy-treated plants, which provides another explanation for Phy treatment alone causing resistance to powdery mildew.

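Over Phy-1 and Phy-2, the 5 genes rose with log2 fold changes from 1.26 to 3.06. All 5 had an unadjusted P under 0.05, and their adjusted P lay between 0.127 and 0.202 (limma with Benjamini-Hochberg adjustment). Csa4G630010 had 107.7 RPKM ± 34.1 (SD, n = 2) in Phy-1 and Phy-2 against 13.0 ± 8.31 (SD, n = 2) in the control, and Csa3G018320 had 46.8 RPKM ± 5.22 (SD, n = 2) in Phy-1 and Phy-2 against 18.1 ± 1.13 (SD, n = 2) in the control. In the library labelled Phy-3 there were 8.52 RPKM of Csa4G630010 and 28.0 of Csa3G018320. Of the other 3 genes it had 3.64 (Csa1G075060), 67.3 (Csa5G167120) and 2.75 RPKM (Csa1G597730). With it the log2 fold changes were 0.82 to 1.91, with 1 of the 5 genes at an unadjusted P under 0.05. Only Csa3G018320 (adjusted P = 0.0491) and Csa4G630010 (adjusted P = 0.0458) passed with the replicate numbers of the labels as a block. With the control numbers of Tables S1, S2 and S3 as the block none did.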

Transcription factors (TFs) including NAC, WRKY, MYB, AP2, bHLH, C2H2-like zinc finger, HSF and bZIP play central roles in plant abiotic and biotic stress responses by regulating downstream genes via specific binding to cis-acting elements in the promoters of target genes. Phy × Chr treatment induced a significant increase in the expressions of certain transcription factor genes, including those encoding the probable WRKY transcription factor 2-like (Csa1G657480), WRKY34 (Csa5G223070), MADS-box transcription factor 27-like (Csa4G181200), transcription factor MYB1R1-like (Csa3G019390) and MYB86 (Csa1G561370). 

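The 5 transcription factor genes rose in Phy × Chr with log2 fold changes from 0.82 to 2.00, and 4 had an adjusted P under 0.05. Csa4G181200 had 6.13 RPKM ± 0.956 (SD, n = 3) in Phy × Chr and 0.830 ± 0.0473 (SD, n = 2) in the control (log2 fold change 1.95, standard error 0.23, adjusted P = 0.00427, limma with Benjamini-Hochberg adjustment). Csa3G019390 had 171.7 RPKM ± 16.1 (SD, n = 3) in Phy × Chr and 96.8 ± 13.1 (SD, n = 2) in the control (adjusted P = 0.0329). Csa5G223070 had 158 RPKM ± 109 (SD, n = 3) in Phy × Chr and 38.1 ± 13.9 (SD, n = 2) in the control, a spread between replicates that left its adjusted P at 0.0694. Csa1G561370 had an adjusted P of 0.0285, and Csa1G657480, with 1.67 ± 0.494 RPKM (SD, n = 3), one of 0.0362.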

Phy treatment alone also induced a significant increase in the expressions of genes encoding transcription factors, such as probable WRKY transcription factor 40-like (Csa3G710870) and WRKY50 (Csa3G119700), transcription factor MYB59-like (Csa5G641610) and MYB44-like (Csa4G641690). However, Phy treatment also suppressed the transcription of NAC transcription factor ONAC010-like (Csa3G852460, Csa6G092010), NAM-2-like (Csa4G011770), and 29-like (Csa5G606310). 

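Over Phy-1 and Phy-2, the 4 genes rose with log2 fold changes from 1.27 to 2.73 and an adjusted P between 0.0916 and 0.129 (limma with Benjamini-Hochberg adjustment). Csa3G119700 had 232 RPKM ± 25.2 (SD, n = 2) in Phy-1 and Phy-2 against 45.2 ± 2.18 (SD, n = 2) in the control, and Csa5G641610 had 7.16 RPKM ± 2.00 (SD, n = 2) in Phy-1 and Phy-2 against 0.215 ± 0.0112 (SD, n = 2) in the control. The library labelled Phy-3 had 16.2 RPKM of Csa3G119700, 0 of Csa5G641610, 26.0 of Csa3G710870 and 15.5 of Csa4G641690. With it the log2 fold changes were 0.72 to 1.72, and none of the 4 genes had an unadjusted P under 0.05. With the replicate numbers of the labels as a block, Csa3G119700 (adjusted P = 0.0214) and Csa5G641610 (adjusted P = 0.0372) passed, and the other 2 did not. None of the 4 passed with the control numbers of Tables S1, S2 and S3 as the block.

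**Figure D3:**
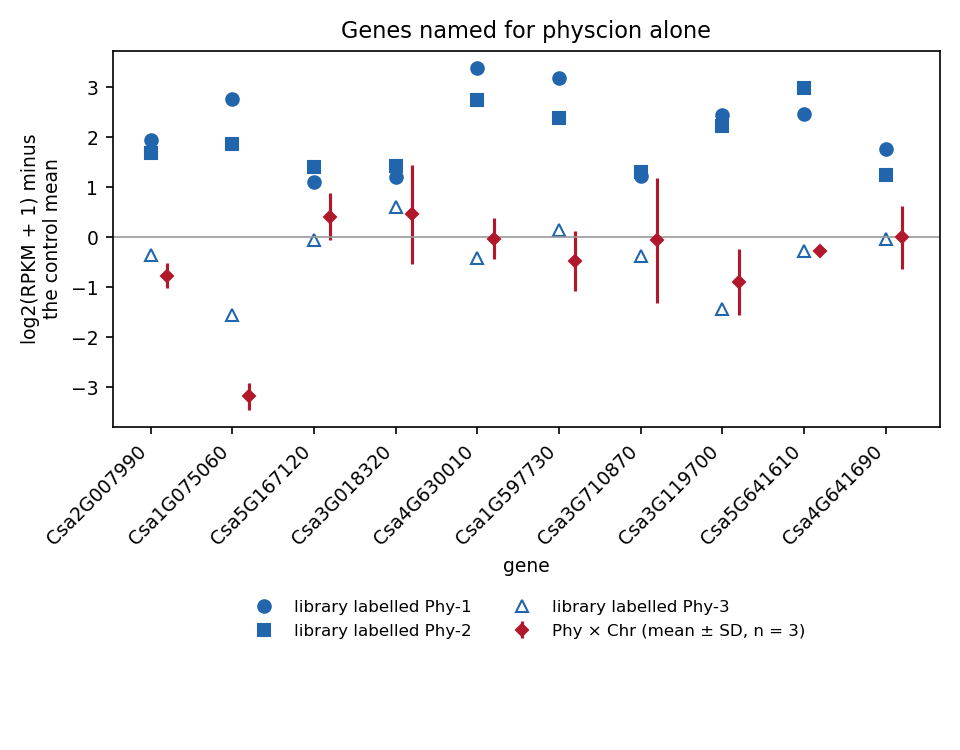
log2(RPKM + 1) less the mean of the control for the 10 genes that the text names as raised by physcion alone (the calmodulin-like gene, 5 ethylene-responsive genes and 4 transcription factor genes), in each library labelled Phy, with Phy × Chr as mean ± SD (n = 3). Phy-1 and Phy-2 are above the control mean for all 10 genes (medians 2.19 and 1.77), and the library labelled Phy-3 for 2 of 10 (median -0.31).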

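In Phy-1 and Phy-2 the log2 fold changes of the NAC genes were -0.20 for Csa3G852460, -0.15 for Csa6G092010, 0.04 for Csa4G011770 and 1.30 for Csa5G606310. For the first 3 the difference between the means was smaller than the SD of the control, as for Csa3G852460 with 26.3 RPKM ± 7.38 (SD, n = 2) in Phy-1 and Phy-2 against 30.2 ± 7.39 (SD, n = 2) in the control. Csa5G606310 had 359 RPKM ± 101 (SD, n = 2) in Phy-1 and Phy-2 against 162 ± 112 (SD, n = 2) in the control, with an adjusted P of 0.473 (limma with Benjamini-Hochberg adjustment). None of the 4 had an unadjusted P under 0.05. By contrast, the library labelled Phy-3 had 6.62 RPKM of Csa3G852460, 96.2 of Csa6G092010, 218 of Csa4G011770 and 38.3 of Csa5G606310. With it the log2 fold changes were -0.80, -0.38, -0.16 and 0.25.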

The crosstalk between induced signaling events, including receptor-mediated signal perception, protein phosphorylation, ion fluxes, production of ROS, and the generation and regulation of secondary signaling molecules, leading to the activation of defense genes, has been well established as the mechanism of host plant defense to different pathogens (Annemart & Pieterse, 2008) (Fig. 3 and Table S8).

## Conclusions

We identified DEGs in cucumber leaves treated with chrysophanol alone, physcion alone, and with chrysophanol and physcion combined, and obtained detailed expression profiles of genes involved in the response to the powdery mildew pathogen. The Phy × Chr treatment induced the highest number of DEGs. Functional annotation of DEGs identified candidate genes involved in structural, chemical, and signaling defense responses. The expression variations of structural, chemical, and signaling defense-related genes indicated that they are coordinately regulated following powdery mildew pathogen infection after chrysophanol and physcion treatment. Numerous DEGs in the Phy × Chr group are associated with defense response-associated terms, such as cell wall-related categories, lipid metabolism, response to stimulus components and oxidoreductase activity. This dramatic transcriptional change in the Phy × Chr-treated leaves reflects the fact that the combined treatment with physcion and chrysophanol was most closely associated with induction of disease resistance. The overall findings from this study increased our understanding of the molecular effects of Phy × Chr combination treatment in the cucumber and provide useful information for further studies. These results also provide a basis for exploring the complex gene expression and associated regulatory mechanisms of plant activator-induced defense responses to pathogens.

## Supplemental Information

10.7717/peerj.1991/supp-1 Figure S1 Mean coverage distribution of genes in different treatment samples The *x*-axis represents the Distance for 5’ end of transcript (%) of sample, and the *y*-axis represents Mean coverage of sample. High means high expression amount of transcript, medium means moderate expression of transcription and low means low expression of transcripts. Click here for additional data file.

10.7717/peerj.1991/supp-2 Figure S2 Pearson correlation coefficients between samples The *x*-axis represents log_10_ (FPKM + 1) of sample1, and *y*-axis represents log_10_ (FPKM + 1) of sample2. R2 means the square of Pearson correlation coefficient. 

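The squared correlation of each pair of deposited libraries was computed on log10(RPKM + 1), the scale of these axes. The mean square over pairs of replicates was 0.941 for Con, 0.957 for Chr, 0.852 for the 3 libraries labelled Phy and 0.951 for Phy × Chr, with no SD for Con and Chr, which have 1 pair each.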

Click here for additional data file.

10.7717/peerj.1991/supp-3 Figure S3 The chemical structures of physcion and chrysophanol Click here for additional data file.

10.7717/peerj.1991/supp-4 Table S1 Data Quality Summary after illumine sequencing Click here for additional data file.

10.7717/peerj.1991/supp-5 Table S2 Summary of clean reads mapped to the cucumber genome Click here for additional data file.

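Table S2 gives the uniquely mapped reads of each library. The depth of each deposited library relative to Con-1 can be derived from its RPKM and set beside those reads. For the controls and Phy × Chr both differed by at most 0.506%. For Chr-1, Chr-2, Phy-1 and Phy-2 the difference was up to 40.1% under the sample labels, as for Chr-2, with 11075400 reads in the table, 0.778 of those of the first control, and a relative depth of 1.09. With the names Chr and Phy of these 4 libraries exchanged in the table, the largest difference was 0.571%. For the library labelled Phy-3 the difference from the table's Phy-3 was 4.92%, with a relative depth of 1.00 against 1.05 in the table.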

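Table S3 lists the squared correlation of each pair of libraries, on the scale of Figure S2. For the deposited RPKM all 120 assignments of the 5 libraries labelled Chr and Phy to the table's names were tried. Under the sample labels the 45 squared correlations differed from the table by 0.0430 on average. Without the library labelled Phy-3, the 36 remaining pairs differed by 0.0237 on average (largest 0.0775) under the labels. They differed by 0.00026 (largest 0.00058) with the table's Chr-1 and Chr-2 taken as the libraries labelled Phy-1 and Phy-2, and the reverse. The next best assignment differed by 0.00414. In the place of any of these 5 names, the squared correlations of the library labelled Phy-3 differed from the table by at least 0.107 on average.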

10.7717/peerj.1991/supp-6 Table S3 Pearson correlation coefficients between samples Click here for additional data file.

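Table S4 lists, for each DEG, the mean normalized read count of the treatment and of the control. These means are weighted sums of libraries, so the weights can be recovered from the deposited RPKM of the listed genes. For Phy vs Con, over 1562 genes, the recovered weights were 0.481 for Phy-1, 0.467 for Phy-2 and 0 for the library labelled Phy-3, with a median error of 0.000124%. All 3 libraries entered the mean of Phy × Chr, with weights of 0.281, 0.294 and 0.286 over 660 genes. For Chr vs Con, with 31 genes, the median error was 3.09%, and the libraries labelled Chr had weights of 0.349 and 0.523. The log ratios of single libraries to the control mean had an r across the 1649 genes read for Phy vs Con, which are not independent replicates, of 0.963 for Phy-1, 0.959 for Phy-2 and 0.109 for the library labelled Phy-3 with the listed log2 ratios. For the list of Phy × Chr that library had an r of 0.857. Every gene listed for Chr changed in the listed direction in the deposited values (31 of 31), as did 1617 of 1617 tested genes of the Phy list in Phy-1 and Phy-2 and 678 of 678 read for Phy × Chr. All 692 genes read for Phy × Chr are listed as lowered. For that list the weights, the r of 0.857 and the directions therefore cover lowered genes only. The paper's adjusted P is under 0.05 for all 31 genes of the Chr list and for 482 of the 1649 genes of the Phy list, whose largest unadjusted P is 0.05.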

10.7717/peerj.1991/supp-7 Table S4 List of differentially expression genes (DEGs) (log_2_ Ratio ≥1, false discovery rate (FDR) < 0.05) Click here for additional data file.

10.7717/peerj.1991/supp-8 Table S5 The gene list of Venn diagram analysis of DEGs Click here for additional data file.

10.7717/peerj.1991/supp-9 Table S6 Gene Ontology enrichment analysis list of DEGs with log_2_ fold-change >2 Click here for additional data file.

10.7717/peerj.1991/supp-10 Table S7 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment list of DEGs Click here for additional data file.

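Table S8 gives the paper's log2 ratio, P and adjusted P for 17 structural, 20 chemical and 62 signaling genes in each comparison. Across the tested genes, which are not independent replicates, the log2 fold changes from the deposited RPKM had an r with the paper's log2 ratios of 0.931 in Chr, 0.985 in Phy-1 and Phy-2, 0.807 in all 3 libraries labelled Phy and 0.977 in Phy × Chr.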

10.7717/peerj.1991/supp-11 Table S8 Functional candidate genes related to ‘defense’ in different treatment groups Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

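Poly(A) RNA from cucumber leaves was sequenced by the authors on an Illumina platform in 10 libraries: 2 of the solvent-treated control (Con), 2 of chrysophanol (Chr), 3 of physcion (Phy) and 3 of the combination (Phy × Chr). The authors mapped the reads to the cucumber genome, counted them per gene and deposited the values as RPKM, 1 value per gene and library. Mean read counts, log2 ratios, P values, gene lists and correlations of the authors were read from Tables S2 to S8. The authors tested for DEGs with DESeq on read counts.

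Treatment and replicate number were taken from the sample labels. No library was grouped by its values. The library labelled Phy-3 was kept under its label in the comparisons with all libraries, and each comparison with Phy is also given without it, since the means of Table S4 do not contain it. The pairing used as a block is the replicate number of the labels or, as an alternative, of Tables S1, S2 and S3, where the controls carry other numbers. No text read here says that libraries of the same number were grown, treated or sequenced together.

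The design had assumed read counts. Since the deposited files hold RPKM, log2(RPKM + 1) was tested with limma (version 3.58.1, R 4.3.3, empirical Bayes with a trend in the mean), and P was adjusted by the Benjamini-Hochberg method. A gene was tested when it had at least 1 RPKM in at least 2 of the compared libraries. Chr, Phy and Phy × Chr were each compared with Con, Phy × Chr was compared with Phy, and the interaction was tested as the change in Phy × Chr less those in Chr and Phy. Genes with an adjusted P under 0.05 were counted as changed, without a limit on the fold change. Values of single genes are means of RPKM with the SD between libraries, and the log2 fold change and its standard error come from the limma fit.

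Pearson's r between libraries was computed on log10(RPKM + 1) over all listed genes, and average linkage was applied to 1 − r. Relative depth was derived from the ratio of the RPKM of low genes, which are whole multiples of the value of 1 read. Depth in reads is known from Table S2 only. Fold changes of genes near 0 RPKM depend on the pseudocount. For Table S3, the 120 assignments of the libraries labelled Chr and Phy to its names were compared. The libraries that enter the means of Table S4 were found by a least squares fit of the listed means on RPKM, for genes of at least 5 RPKM. The limma calls, the depth and the weights were tested on simulated data with known changes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for all other steps.

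Genes named in the text were chosen by a rule set before the data were examined: every gene that the text or Table S8 of the paper names, and for each comparison with Con the 5 largest changes among genes with an adjusted P under 0.05 and all treated libraries on one side of all controls. For Phy × Chr the last part gave 5 genes, and for Chr and Phy none. The rule was not applied in full: genes that only Table S8 names, and not the text of the paper, enter the counts of that table but are not given one by one. The alternatives were quantile normalization, no filter on low genes, the filter of the paper (log2 RPKM above 2 in every library), all 10 libraries in one fit, other thresholds, a pseudocount of 0.1, the replicate number as a block, and each library left out in turn. Others, named in the closing section, were added after the values were seen. Enrichment of GO terms and KEGG pathways was not recomputed, since the terms of all annotated genes were not at hand, and the gene lists of Tables S4 to S7 are shortened in the text read here. The disease scores and leaf pictures were not analysed here.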

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

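The tests of library similarity, of copying and of mixing were chosen after the result was seen. Those on the means of Table S4 and on the sum of both compounds were set down before. The fits that leave out single libraries were among the alternatives set before the data were examined, but their use as a test of the interaction was chosen after.

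A signal in data the paper does not discuss concerns the library labelled Phy-3. Its mean r with the 3 Phy × Chr libraries was 0.974, where the controls had 0.905 with them and the library itself had 0.893 with Phy-1 and Phy-2. Its r with each Phy × Chr library (from 0.968 to 0.984) lay in the range among these libraries (0.965 to 0.987), while its r with Phy-1 and Phy-2 (at most 0.899) lay below those of all other pairs of replicates (at least 0.965). These values are what a mislabelled sample would show, and a mislabelled sample is a candidate explanation. A weighted sum of Phy-1 and Phy-2 alone gave the ratios listed for Phy in Table S4 with a median error of 0.000124%, so the library labelled Phy-3 did not enter them. A mixed sample would lie part of the way between Phy-1 and Phy-2 and Phy × Chr. At 360 genes that fall by over 3 on the log2 scale between them, the library lay a median share of 0.996 of the way (quartiles 0.963 and 1.01), and at 183 genes that rise, 1.04 (quartiles 0.751 and 1.32), so a mixture was not seen. A second deposit of 1 library would show a small spread of its log ratios to 1 of the Phy × Chr libraries. At 1309 genes above 100 RPKM its smallest SD was 0.509 against 0.522 for the closest pair of Phy × Chr libraries, slightly below it, so this explanation is not ruled out by that test. A copy, however, would keep at least 90% of these genes within 0.1 on the log2 scale of the median ratio, and 28.4% did, in the range of 18.6% to 35.3% among the Phy × Chr libraries. In the place of any name of Chr or Phy in Table S3 its squared correlations differed from the table by at least 0.107 on average (0.118 for Phy-3 itself), and its depth differed from that of Phy-3 in Table S2 by 4.92%, where the other 9 libraries differed by at most 0.571% with the names Chr and Phy exchanged. The deposited library therefore does not match the one these tables call Phy-3. A mislabelled sample and a library of the same plants or treatment as Phy × Chr remain, and a difference between library batches or in the time of day of sampling, taken up among the other observations, is not excluded for this library either. No biological explanation was tested.

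The difference between groups concerns the interaction, the change in Phy × Chr less those in Phy and in Chr. Without the library labelled Phy-3, 1361 of 17989 genes had an adjusted P under 0.05 by limma (579 above and 782 below the sum), and with it 0 of 18092 did, with 756 at an unadjusted P under 0.05. If leaving out any library gave this result, leaving out Phy-1 or Phy-2 would too. It gave 0 genes in both cases, with at most 559 at an unadjusted P under 0.05, so the number depends on that library. If the changes of both compounds added up, the change in Phy × Chr would rise by 1 per unit of their sum across genes. The slope was 0.393 (r 0.287 over 16518 genes, which are not independent replicates), with 1.18 on the change in Chr alone and 0.20 on that in Phy-1 and Phy-2 alone. The control enters the sum of both changes 2 times and the change in Phy × Chr 1 time, so its spread pulls the slope to a value between 0 and 1 in either case, and this was not estimated, so the slope does not tell adding up from its absence. Groups of 3 libraries are compared only in Phy × Chr against Phy, with 0 genes (2389 at an unadjusted P under 0.05). There 10 of the 10 splits of the 6 libraries, and the 4 that part 3 same-numbered pairs, gave at least as many genes, which a count of 0 fixes in advance, so the splits show nothing about this comparison. In a design of this size no share under 0.05 is possible either. A response of the combination beyond the sum of both compounds may remain as a hypothesis, but it cannot be told apart from the choice of the libraries that count as Phy.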

How the results depend on the processing

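The alternatives were set before the data were examined, except the 3 named as added, and the tests of the pairing were chosen after the result was seen. A test on read counts in place of limma was not run, and quantile normalization took the place of other size factors, since the values are RPKM. Where leaving out a library left 1 in a group, no test was run and only log2 fold changes were computed. With the control numbers of Tables S1, S2 and S3 as a block, Chr has no residual degrees of freedom, so no value was obtained for Chr or for genes changed only in one treatment.

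In Phy × Chr vs Con, 3261 genes were changed. There were 1914 with log2 RPKM above 2 in every library and 9 with all 10 libraries in one fit (5162 at an unadjusted P under 0.05). The spread of that fit includes the library labelled Phy-3 within Phy, and the fit was not repeated without it. With an unadjusted P under 0.05 and an absolute log2 fold change above 2 there were 1061, and with an unadjusted P alone 6272. The 3 fits that each left out one Phy × Chr library gave from 1271 to 2930. Genes changed only in Phy × Chr were 1914, 9, 1018 and 5633 under these 4 settings, and from 1271 to 3261 across the fits that left out one library. Quantile normalization, no filter, a pseudocount of 0.1 and a log2 fold change of at least 1 kept the number of Phy × Chr within 1.5 times.

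Chr and Phy had 0 changed genes (457 and 649 at an unadjusted P under 0.05). With the fold change limit of 2 and an unadjusted P the numbers were 8 and 59. Over Phy-1 and Phy-2 at an unadjusted P under 0.05, an alternative added after seeing the values, there were 1834. Genes changed only in Phy were 19 with that limit, 193 at an unadjusted P, and 1265 with the same added alternative. Phy × Chr vs Phy had 0 genes (2389 at an unadjusted P under 0.05), 381 with the fold change limit, and from 0 to 5639 across the fits that left out one library. The interaction had 0 genes, 176 with the fold change limit, 756 at an unadjusted P under 0.05, and from 0 to 1361 across those fits. In both the highest number came without the library labelled Phy-3.

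With the replicate number of the labels as a block, the numbers were 1 in Chr (385 at an unadjusted P under 0.05), 205 in Phy, 99 only in Phy and 11 among the genes of Table S8 in Phy. With the control numbers of Tables S1, S2 and S3 as the block, Phy × Chr had 563 genes, and 11 of Table S8. With the control numbers crossed, added after the pairing was checked, Chr had 1 gene (1038 at an unadjusted P under 0.05). Deviations of same-numbered libraries had a correlation of -0.317 for Con and Chr, 0.113 for Con and Phy and 0.0607 for Con and Phy × Chr. The 0.317 for other numbers of Con and Chr follows from the -0.317, since deviations are taken from the group means. In the block of the labels the library labelled Phy-3 and Phy × Chr-3 have no control of their number and drop out of the difference from Con, and in the block of the tables Phy-1 and Phy × Chr-1 do. Each blocked fit against Con that gave a P has 1 residual degree of freedom, so that P rests largely on the spread borrowed from other genes. Why the numbers of genes moved was not tested further.

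Of the genes of Table S8, 66 were changed in Phy × Chr. With log2 RPKM above 2 in every library there were 36, with all 10 libraries in one fit 0 (70 at an unadjusted P under 0.05), with the fold change limit and an unadjusted P 31, and from 31 to 64 without one Phy × Chr library. In Chr 1 gene passed with that limit and 6 at an unadjusted P, and in Phy 3 and 10. The mean r of replicates (0.955) was 0.905 over genes with log2 RPKM above 2 in every library and 0.914 as a square, and that of Phy × Chr with the other treatments (0.916) was 0.818 and 0.840. The number of quantified genes stayed within 1.5 times under its alternatives, from 11304 to 11558 with one library left out.

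For 87 named genes, 1174 alternative values were computed. Of these, 921 kept direction and side of the threshold and 253 did not: 24 newly passed, 46 moved, 19, of 8 genes, changed sign, and the others no longer passed. With all 10 libraries in one fit, 57 of the 69 values in Phy × Chr no longer passed, which is every call among them. With the block of Tables S1, S2 and S3, 43 of the 69 no longer passed, and quantile normalization took away 1. With the block of the labels, Csa7G071700 in Phy × Chr went from -0.80 to 0.046, and in Phy Csa3G118740 went from -0.52 to 0.70, Csa2G200440 from -0.14 to 0.088, Csa1G231530 from -0.54 to 0.44 and Csa4G011770 from -0.16 to 0.040. With the block of Tables S1, S2 and S3, Csa5G606310 in Phy went from 0.25 to -0.13. With one library left out at a time, the log2 fold change of Csa7G071700 in Phy × Chr ran from -1.60 to 0.046, above 0 without Phy × Chr-3. In Chr, Csa3G143580 (-0.11 with all libraries) ran from -1.01 to 0.78, Csa2G200440 (-0.20) from -0.59 to 0.18 and Csa2G010920 (-0.031) from -0.18 to 0.12. In Phy, above 0 only without the library labelled Phy-3, Csa3G118740 ran from -1.25 to 0.70, Csa2G200440 from -0.41 to 0.088, Csa1G231530 from -1.41 to 0.44 and Csa4G011770 from -0.29 to 0.040, and Csa5G606310 ran from -0.51 without Con-1 to 1.30 without the library labelled Phy-3. The changes of sign with a block equal those without the library that drops out of it, as for Csa7G071700 (0.046 in both). For the other changes of sign the cause was not tested.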

Differences from the paper's values

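Beyond the thresholds and libraries named here, no cause was sought for these differences. Of the tests named here, that of Phy-1 and Phy-2 at an unadjusted P was chosen after the result was seen. So was the match of names to Table S3 without the library labelled Phy-3. In Chr 0 genes had an adjusted P under 0.05 (457 at an unadjusted P under 0.05), against the paper's 31 DEGs. None of the alternatives set before the data were examined closed the gap. The deposited libraries gave the listed ratios of these 31 genes only with a median error of 3.09%, so they may not be those of the paper. In Phy 0 genes had an adjusted P under 0.05 (649 at an unadjusted P under 0.05), against the paper's 1689. None of those alternatives closed the gap there either. Taking Phy-1 and Phy-2 at an unadjusted P under 0.05, an alternative chosen after seeing the values, there were 1834. The paper's list for Phy also rests on Phy-1 and Phy-2, and 482 of its 1649 genes read have an adjusted P under 0.05. The 0 and the 1689 are therefore counts at unlike thresholds and over unlike libraries. Of the genes of Table S8, 0 had an adjusted P under 0.05 in Chr (6 at an unadjusted P under 0.05) against the paper's 1. An unadjusted P under 0.05 with an absolute log2 fold change above 2 gave 1 gene, an unadjusted P under 0.05 alone gave 6, and the other alternatives set before the data were examined gave 0. In Phy 0 of these genes passed (10 at an unadjusted P under 0.05) against the paper's 22, and no alternative set before the data were examined closed the gap. The mean squared correlation of the replicates of Phy was 0.852 against the paper's 0.965 in Table S3. Leaving out the library labelled Phy-3 gave 0.960, but the libraries compared are not the same: the names Phy-1 and Phy-2 of Table S3 match the libraries labelled Chr-1 and Chr-2, its Phy-3 matched no library labelled Phy or Chr, and 0.960 is also the paper's value for Chr. The other alternatives set before the data were examined, the filter of the paper, Spearman's coefficient, another scale and leaving out Phy-1 or Phy-2, did not close the gap.

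Of 97 log2 fold changes of named genes, in 1 or more comparisons each, 31 differed from those of Table S8 by more than the SD between replicates on the log2 scale or in sign, 4 of them in sign and 23 of them with a smaller size here. The alternatives set before the data were examined are listed for each. Csa1G420360 in Phy × Chr (0.88 against the paper's 1.79) and Csa2G010920 in Phy (-0.48 against the paper's 0.26) came within that SD under no alternative. Csa2G200440 in Phy × Chr (-0.94 against the paper's -2.44) and Csa1G231530 in Phy × Chr (-2.37 against the paper's -1.51) came within that SD under no alternative. Csa4G651740 in Phy × Chr (-1.16 against the paper's -2.69) and Csa2G382550 in Phy × Chr (1.64 against the paper's 2.68) came within that SD under no alternative. Csa4G181200 in Phy × Chr (1.95 against the paper's 2.48) came within that SD under no alternative. Csa6G405960 in Phy × Chr (-2.23 against the paper's -3.88) and Csa6G445240 in Phy × Chr (-3.22 against the paper's -4.42) came within that SD under a pseudocount of 0.1 and under no other. Csa3G847090 in Phy × Chr (-1.80 against the paper's -2.90) and Csa3G250900 in Phy × Chr (-2.26 against the paper's -3.26) came within that SD under a pseudocount of 0.1 and under no other.

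Csa1G569450 in Phy × Chr (2.34 against the paper's 3.49) and Csa1G657480 in Phy × Chr (1.24 against the paper's 2.95) came within that SD under a pseudocount of 0.1 and under no other. Csa6G147460 in Phy × Chr (-1.51 against the paper's -2.06) and Csa5G146280 in Phy × Chr (-2.10 against the paper's -2.38) came within that SD under quantile normalization, a pseudocount of 0.1, leaving out Con-2 and leaving out Phy × Chr-2 and under no other. Csa3G610800 in Chr (-0.46 against the paper's -0.056) and Csa7G026240 in Phy × Chr (0.79 against the paper's 0.59) came within that SD under leaving out Con-1 and under no other. Csa3G118740 in Phy (-0.52 against the paper's 0.56) and Csa2G200440 in Phy (-0.14 against the paper's 0.44) came within that SD under the block of the labels and leaving out the library labelled Phy-3 and under no other. Csa1G294020 in Phy × Chr (-1.76 against the paper's -2.01) came within that SD under quantile normalization, the block of the labels, leaving out Con-2 and leaving out Phy × Chr-3 and under no other. Csa7G429550 in Phy × Chr (1.09 against the paper's 0.89) came within that SD under quantile normalization, the block of Tables S1, S2 and S3, leaving out Con-1 and leaving out Phy × Chr-1 and under no other.

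Csa6G446290 in Phy (-1.61 against the paper's -2.22) came within that SD under quantile normalization, a pseudocount of 0.1, the block of the labels, leaving out Con-2 and leaving out the library labelled Phy-3 and under no other. Csa3G872070 in Phy × Chr (-0.74 against the paper's -1.08) came within that SD under quantile normalization and under no other. Csa5G150400 in Phy × Chr (-0.60 against the paper's -0.87) came within that SD under quantile normalization, a pseudocount of 0.1, the block of Tables S1, S2 and S3, leaving out Con-2, leaving out Phy × Chr-1 and leaving out Phy × Chr-2 and under no other. Csa1G073640 in Phy × Chr (-2.90 against the paper's -4.06) came within that SD under a pseudocount of 0.1 and leaving out Con-1 and under no other. Csa2G010920 in Chr (-0.031 against the paper's 0.039) came within that SD under leaving out Con-2 and leaving out Chr-2 and under no other. Csa3G118740 in Phy × Chr (-3.42 against the paper's -3.71) came within that SD under a pseudocount of 0.1 and leaving out Con-2 and under no other.

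Novel00616 in Phy × Chr (2.25 against the paper's 2.71) came within that SD under leaving out Con-2 and leaving out Phy × Chr-2 and under no other. Csa3G077600 in Phy × Chr (1.53 against the paper's 1.33) came within that SD under quantile normalization, the block of Tables S1, S2 and S3, leaving out Con-1, leaving out Phy × Chr-1 and leaving out Phy × Chr-2 and under no other. Csa7G274170 in Phy × Chr (1.03 against the paper's 0.83) came within that SD under quantile normalization and leaving out Phy × Chr-2 and under no other. Csa3G019390 in Phy × Chr (0.82 against the paper's 0.61) came within that SD under the block of the labels, the block of Tables S1, S2 and S3, leaving out Con-1, leaving out Phy × Chr-1 and leaving out Phy × Chr-3 and under no other.

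In direction, the paper states that the 5 ECERIFERUM genes rose in Phy × Chr, whereas all 5 fell here, with log2 fold changes from -2.21 to -1.37. Its Table S8 lists them as lower too, so this is a difference from the wording and not from the paper's values. For the NAC genes that the paper gives as lowered in Phy, Csa5G606310 had a log2 fold change of 0.25 over all 3 libraries labelled Phy and 1.30 over Phy-1 and Phy-2, and Csa4G011770 had 0.040 over Phy-1 and Phy-2. Table S8 lists the first as higher (the paper's 0.90) and the second as lower (the paper's -0.043). The paper states that physcion lowered nearly all of the auxin genes, and over Phy-1 and Phy-2 3 of the 7 were higher (Csa3G118740 by 0.70, Csa2G200440 by 0.088, Csa1G231530 by 0.44). Table S8 lists the first 2 of these as higher too (the paper's 0.56 and 0.44) and Csa1G231530 as lower (the paper's -0.11).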

Other observations

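The tests of depth, of the names with all 10 libraries and of the ratios in Table S4 were set down before the result was seen, and the other tests in this part were chosen after the result was seen.

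The names of Chr and Phy in the supplementary tables were compared with the deposited values. With all 10 libraries, the best of 120 assignments to the names of Table S3 differed from it by 0.0242 on average, and the sample labels by 0.0430, so no assignment fitted the table. Without the library labelled Phy-3, the 36 squared correlations of the other 9 libraries lay within 0.00058 of Table S3 when the names Chr and Phy of Chr-1, Chr-2, Phy-1 and Phy-2 were exchanged. Under the labels they differed by up to 0.0775. The log2 ratios of the Phy list of Table S4, in contrast, followed the libraries labelled Phy-1 and Phy-2, the lower r being 0.959, against 0.637 and -0.148 for Chr-1 and Chr-2. An exchange of names in Tables S2 and S3 may explain this, with the sample labels as in Table S4, and the library named Phy-3 in Table S3 was not matched. This is a hypothesis, and no biological explanation was tested.

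In Phy × Chr 55.8% of the changed genes were raised, but the excess depended on the setting. With an unadjusted P under 0.05 and an absolute log2 fold change above 2, 409 were raised and 652 lowered. More were lowered as well with the block of Tables S1, S2 and S3 (229 and 334) and with all 10 libraries in one fit (2 and 7). The same held without Phy × Chr-1 (550 and 721) or Phy × Chr-2 (1042 and 1065). Under the other settings more were raised, as at an unadjusted P under 0.05 alone (3984 and 2288). After quantile normalization 50.5% of the changed genes were raised. This step, however, gives every library the same distribution and so removes a real excess as well as one from the authors' normalization. The test does not tell them apart. A difference in depth between groups could give part of the excess: the log2 fold change fell slightly as RPKM rose, with an r of -0.0893 across genes, which are not independent replicates, and a median of 0.28 in the lowest of 4 equal sets of genes by RPKM and of 0.13 in the highest. Depth should matter least in the highest set, where the median stayed above 0, so it may not account for all of the excess, which cannot be told apart from depth and the authors' normalization. A median log2 fold change above 0 was not particular to Phy × Chr (0.20). It was 0.11 in Chr and 0.11 in Phy (0.06 without the library labelled Phy-3), against the same controls. Quantile normalization moved those of Chr and Phy to 0.03 and 0.04. Con-1 had the lowest median RPKM of genes above 0 (9.44, against 10.7 to 11.8 in the other libraries), and its share in these shifts was not tested.

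Between the 2 controls, of the genes at least 3 on the log2 scale apart, 22 were lower and 7 higher in Con-1. For the 22, the libraries labelled Phy-3 and Phy × Chr lay on the side of Con-1 for at least 81.8%, Chr-1 and Chr-2 for 4.55%, and Phy-1 and Phy-2 for 0 and 13.6%. For the 7, the library labelled Phy-3, Phy × Chr-3 and Chr-2 lay on that side for all 7, Phy × Chr-1 for 5, Phy × Chr-2 for 4, Chr-1 for 2, Phy-1 for 1 and Phy-2 for 0, so the 2 sets of genes do not part the libraries in the same way. A difference between library batches could produce this, but so could the treatments, because for the 22 genes the libraries mostly on that side are those of Phy × Chr and the library labelled Phy-3, and the test does not tell them apart.

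The 18 genes that the paper lists under circadian rhythm in Phy × Chr had a median size of the log2 fold change of 2.39, at percentile 99.98 of 10000 lists of 18 other listed genes of similar RPKM, whose median was 1.26, and 9 rose and 9 fell. All 18 lay on the Phy × Chr side in the 3 Phy × Chr libraries, which the choice of the list and of the side nearly fixes in advance. In the library labelled Phy-3 all 18 moved to that side as well, against 9 in Phy-1 and 10 in Phy-2. A difference in the time of day of sampling could give this, and so could the treatment, and no times of sampling were found in the text read here, so they cannot be told apart.

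The single treatments had few changed genes. On simulated data with a log2 change of 3, the group sizes of all 3 libraries labelled Phy gave calls for 70.5% of the changed genes and those of Chr for 45%. The simulated spread included that of the library labelled Phy-3 within Phy, so the share may be low for Chr. Phy-1 and Phy-2 against the control have the group sizes of Chr. There Csa4G630010, with a log2 fold change of 3.06, had an adjusted P of 0.127 by limma. Over all 3 libraries labelled Phy (649 at an unadjusted P under 0.05), the library labelled Phy-3 lies apart from the others. The simulation therefore does not tell whether too few replicates explain a count of 0 in Phy. Smaller changes were not simulated.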
